# Intrinsic cardiac adrenergic cells contribute to LPS-induced myocardial dysfunction

**DOI:** 10.1038/s42003-022-03007-6

**Published:** 2022-01-25

**Authors:** Duomeng Yang, Xiaomeng Dai, Yun Xing, Xiangxu Tang, Guang Yang, Andrew G. Harrison, Jason Cahoon, Hongmei Li, Xiuxiu Lv, Xiaohui Yu, Penghua Wang, Huadong Wang

**Keywords:** Cardiomyopathies, Sepsis, Toll-like receptors, Signal transduction, Sepsis

## Abstract

Intrinsic cardiac adrenergic (ICA) cells regulate both developing and adult cardiac physiological and pathological processes. However, the role of ICA cells in septic cardiomyopathy is unknown. Here we show that norepinephrine (NE) secretion from ICA cells is increased through activation of Toll-like receptor 4 (TLR4) to aggravate myocardial TNF-α production and dysfunction by lipopolysaccharide (LPS). In ICA cells, LPS activated TLR4-MyD88/TRIF-AP-1 signaling that promoted NE biosynthesis through expression of tyrosine hydroxylase, but did not trigger TNF-α production due to impairment of p65 translocation. In a co-culture consisting of LPS-treated ICA cells and cardiomyocytes, the upregulation and secretion of NE from ICA cells activated cardiomyocyte β_1_-adrenergic receptor driving Ca^2+^/calmodulin-dependent protein kinase II (CaMKII) to crosstalk with NF-κB and mitogen-activated protein kinase pathways. Importantly, blockade of ICA cell-derived NE prevented LPS-induced myocardial dysfunction. Our findings suggest that ICA cells may be a potential therapeutic target for septic cardiomyopathy.

## Abstract (web summary)

Yang et al report that intrinsic cardiac adrenergic cell-derived norepinephrine promotes myocardial dysfunction in response to LPS. They demonstrate norepinephrine produced by these cells activated β1-adrenergic receptors on cardiomyocytes increasing the expression of tumor necrosis factor-a in a Ca^2+^/calmodulin-dependent protein kinase II dependent manner.

## Introduction

Myocardial dysfunction is a frequent event that correlates with the severity of sepsis, which accounts for the primary cause of death in intensive care units^1,2^. During sepsis-induced myocardial dysfunction (SIMD), pathogen-associated molecular patterns (PAMPs), such as bacterial lipopolysaccharide (LPS), interact with Toll-like receptor 4 (TLR4) on immune and cardiac cells, activating NF-κB and mitogen-activated protein kinase (MAPK) signaling cascades to produce proinflammatory cytokines, including TNF-α, interleukin-1β and interleukin-6. These cytokines act on endothelial cells, cardiac fibroblasts, and cardiomyocytes to increase the production of inflammatory mediators, which cause myocardial depression^3–8^. Norepinephrine (NE), demonstrated to be associated with SIMD^9,10^, can activate β_1_-adrenergic receptor (AR) and promote Ca^2+^/calmodulin-dependent protein kinase II (CaMKII) phosphorylation, IκBα phosphorylation, and TNF-α expression, all of which contribute to cardiomyocyte apoptosis in septic mice^11^. Moreover, selective β_1_-AR blockade improves cardiac function and survival in septic patients^12,13^.

The intrinsic cardiac adrenergic (ICA) cells, which express tyrosine hydroxylase (TH) and dopamine-β-hydroxylase (DBH) necessary for catecholamine biosynthesis, have been identified in the mammalian heart as an important origin of intrinsic cardiac catecholamines^14,15^. A growing body of literature has suggested that the ICA system is a critical regulator of mammalian heart development, post-heart transplantation inotropic support, and cardioprotection during ischemia/reperfusion^15–21^. However, the response of ICA cells in SIMD is unclear. Our previous study showed that blockade of β_1_-AR suppressed LPS-induced TNF-α production in primary neonatal rat cardiomyocytes cultured by traditional methods in the absence of exogenous NE^22^, indicating that some β_1_-AR stimuli function in the culture. In addition, ICA cells were found to be present in the primary neonatal rat cardiomyocyte culture using traditional methods^14,23^. In this context, we postulated that LPS might stimulate ICA cells to synthesize NE that would promote LPS-induced cardiomyocyte TNF-α production and myocardial dysfunction via β_1_-AR.

In this study, we investigate the effect of LPS on NE production in ICA cells and the role of ICA cell-derived NE in LPS-induced myocardial dysfunction. We demonstrate that LPS increases NE production in ICA cells that express TLR4, and identify ICA cell-derived NE as a paracrine signal to enhance LPS-provoked proinflammatory response in cardiomyocytes and myocardial dysfunction via β1-AR-CaMKII-NF-κB/MAPKs signaling cascades.

## Results

### ICA cells are present in neonatal and adult rat hearts

Immunoreactivity of TH, a key catecholamine-forming enzyme, in ICA cells has been demonstrated previously (Fig. S1B)^19^, and the established 3D structure of ICA cells illustrated its TH immunoreactivity (Fig. S1C). We thus performed immunofluorescent staining of TH to identify ICA cells. As shown in Fig. 1a, in the culture of cardiomyocytes isolated from neonatal rat hearts using a traditional enzymatic method^24^, the TH-positive ICA cells were found to cluster nearby cardiac troponin I (cTn I)-positive neonatal rat ventricular myocytes (NRVM). In addition, these ICA cells were also found in adult rat hearts by staining of TH and cTn I in tissue slices (Fig. 1b, white arrow). Macrophages were reported as a source of catecholamines in response to acute inflammatory injury^25^, but we demonstrated that ICA cells did not express macrophage markers CD68 or F4/80 (Fig. 1c and Fig. S1D, E). Moreover, single-cell RNA sequencing revealed that ICA cells (present *Dbh* and *Ddc* coding for Dopa Decarboxylase) and macrophages (present *Cd68*, *Msr1,* and *Adgre1* coding for F4/80) were in two distinct clusters (Fig. 1d). Therefore, ICA cells were not considered to be of the macrophage lineage. 

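Cardiac cells from neonatal Sprague-Dawley rats were enriched for ICA cells on a Percoll gradient, cultured with LPS or saline (control) and loaded on the 10X Genomics Chromium System, with 1 library per condition from 24 rats in all. The sample labels give 1 µg/mL LPS and a treatment of 2 h. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell, without normalization, and each cell carries the cluster number and the cell type that the authors gave it after joining both libraries by canonical correlation analysis (CCA). The control library held 11531 cells and 152624585 UMIs, with a median of 12479 UMIs per cell. The LPS library held 12689 cells and 127580475 UMIs, with a median of 9432 per cell. A cluster was given for 11529 control cells and 12681 LPS cells, and classes of cells were taken from these clusters. Cluster 3, which the authors named ICA and Cardiomyocyte, was sub-clustered with Seurat on dimensions from CCA of all cells with a cluster. For this, 17 genes (*Dbh* and LPS-response genes that the paper names) were left out of the variable genes. By a rule set before the data were examined, the sub-cluster with the highest share of cells with a *Dbh* UMI was compared as the paper's ICA cells, and it is called the Dbh-rich sub-cluster. It held 215 control and 119 LPS cells. The level of a gene in a class is its UMIs summed over the cells of the class, per 1000000 UMIs of that class (CPM). Shares of cells with a UMI were taken after each cell was thinned at random to 3000 UMIs, which left out 79 LPS cells with fewer UMIs and no control cell. With a single library per condition there are no replicates and no test was made. The intervals (95%, exact Poisson for UMIs, exact conditional for ratios and Clopper-Pearson for shares) cover counting error only, and a difference between the libraries includes any difference in their handling. Fluid in a droplet carries free RNA, so a cell can hold UMIs of a gene that it does not express.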

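After thinning, *Ddc* (ENSRNOG00000004327) had a UMI in 15.6% (13.2 to 18.2) of the control cells and 15.3% (13.1 to 17.8) of the LPS cells of cluster 3. Without thinning the shares were 30.9% and 25.8%. In the fibroblasts of cluster 0, taken as a class that should lack *Ddc*, the thinned shares were 0.364% and 0.299%, at median depths of 12968 and 9822 UMIs per cell against 7526 and 5269 in cluster 3. Of the macrophages in cluster 6, 0 of 281 control cells and 1 of 290 LPS cells had a *Ddc* UMI. *Msr1* (ENSRNOG00000012779) was seen in 21.4% of the control and 16.9% of the LPS macrophages, and in 0.120% and 0.324% of the cells of cluster 3. *Adgre1* (ENSRNOG00000046254) was seen in 29.9% and 40.3% of the macrophages, and in 0.478% and 0.432% of the cells of cluster 3. Unthinned, *Msr1* reached 46.6% and 32.3% and *Adgre1* 53.7% and 62.9% of the macrophages, whose median depths were 8846 and 6900 UMIs per cell.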

Since vimentins are type III intermediate filaments expressed especially in mesenchymal cells, co-staining of vimentin, cTn I, and TH in co-culture of ICA cells and cardiomyocytes suggested that ICA cells are of mesenchymal cell origin (Fig. 1e). To validate the specificity of each staining, negative controls are provided in Fig. S2.

**Fig. 1:**
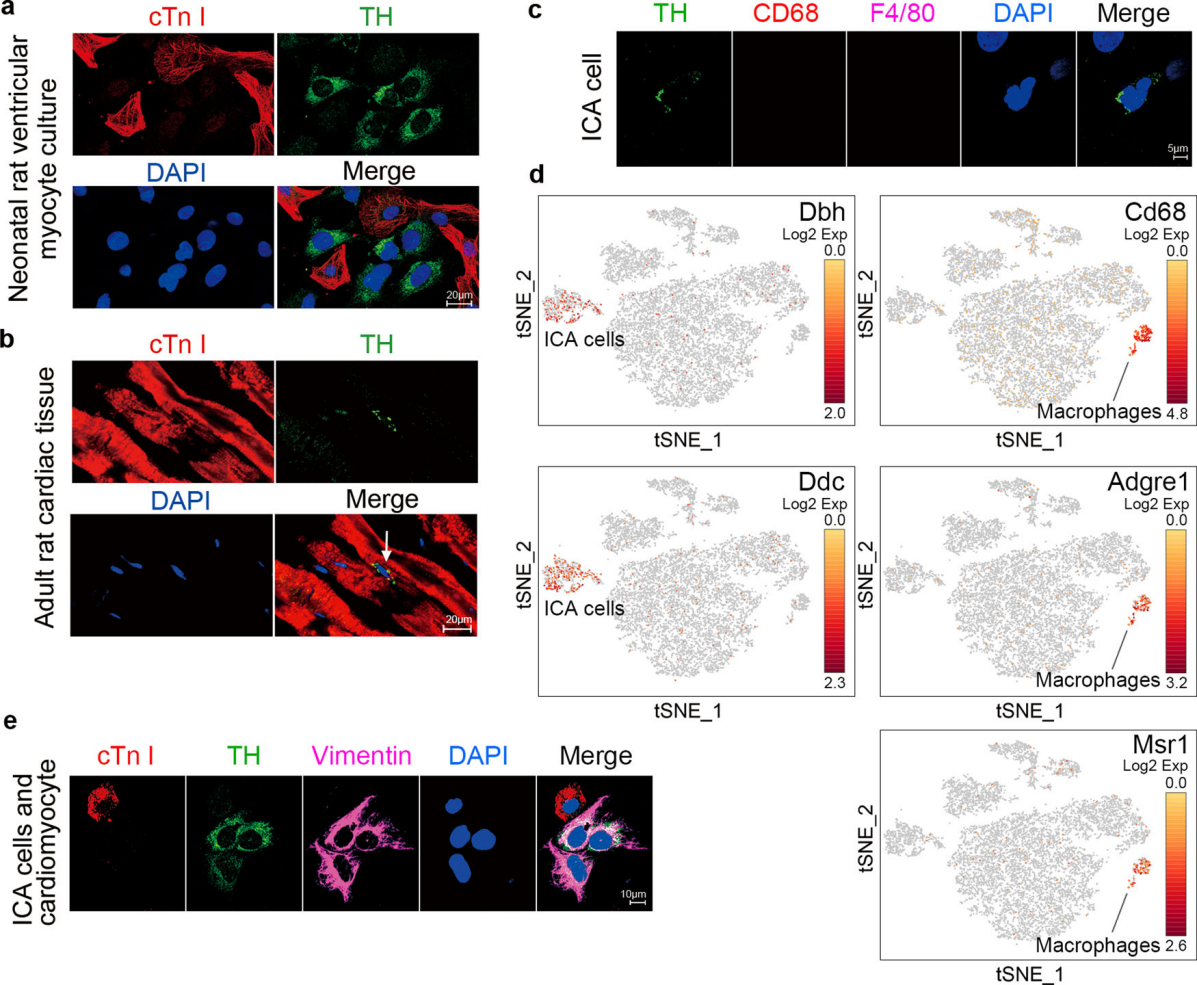
Intrinsic cardiac adrenergic (ICA) cells are present in neonatal and adult rat hearts. **a** Immunofluorescent staining of primary cardiomyocytes and ICA cells isolated from neonatal rat hearts using traditional method (*n* = 6). **b** Immunofluorescent staining of adult rat cardiac tissue slides (*n* = 3). cTn I (cardiac troponin I): cardiomyocytes, red; TH (tyrosine hydroxylase): ICA cells, green (white arrow). **c** ICA cells identified using macrophage markers, TH: ICA cell, green; CD68: marker of macrophage, red; F4/80: marker of macrophage, magenta (*n* = 6). **d** Single-cell RNA-sequencing analysis of cardiac cells obtained using the Percol method. Note, both ICA cells and macrophages are identified as two different clusters. *Dbh* codes Dopamine Beta-Hydroxylase, *Ddc* codes Dopa Decarboxylase, *Cd68* codes CD68, *Adgre1* codes F4/80, and *Msr1* codes MSR1 (*n* = 24). **e** Immunostaining of ICA cells and cardiomyocyte, cTn I: cardiomyocyte, red; TH: ICA cells, green; Vimentin: marker of mesenchymal cells, magenta (*n* = 6). Nuclei of cells in all groups were dyed using DAPI: blue. The data represent two independent experiments, *n* represents the number of neonatal rats (**a**, **c**, and **d**) or adult rats (**b**).

### Increased NE release from ICA cells promotes cardiomyocyte TNF-α production in response to LPS challenge

The primary NRVM culture containing ICA cells is defined as a co-culture of ICA cell and NRVM (NRVM ^ICA cell+^). To analyze the role of ICA cells, we used an established method of superparamagnetic iron oxide particles (SIOP) to obtain pure NRVM that contains no ICA cells (NRVM ^ICA cell−^) (Fig. 2a)^24^. LPS significantly raised NE levels in the supernatants of NRVM ^ICA cell+^ with either different doses of LPS (LPS 0.01 μg/mL, 0.1 μg/mL, and 1 μg/mL) or different treatment durations (LPS 0, 6, and 12 h) when compared with controls (Fig. 2b). During the Langendorff perfusion of adult rat hearts, LPS elicited negligible influences on NE levels in perfusate, suggesting that circulating NE was not involved due to the lack of sympathetic nerves and the adrenal medulla in the Langendorff model (Fig. 2c). However, LPS administration significantly increased the level of NE in myocardial homogenate (Fig. 2d). 

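In the macrophages of cluster 6, *Dbh* (ENSRNOG00000006641) had 0 UMIs in 281 control cells and 2 UMIs in 291 LPS cells. A count of 0 allows up to 0.963 CPM (3 UMIs) in the control macrophages, and the LPS level was 0.805 CPM (95% interval 0.0974 to 2.91). Both counts lie under this limit, so no difference between the conditions was detectable at this depth. After thinning, 1 of 290 LPS macrophages had a *Dbh* UMI (0.345%, 0.00873 to 1.91), against 0.687% without thinning. The fibroblasts of cluster 0 gave 0.152% of the control and 0.0569% of the LPS cells after thinning, at levels of 0.552 and 0.271 CPM. The endothelial cells of cluster 4 had 0.809 and 0.411 CPM.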

Immunostaining confirmed that macrophages were not present in the current cardiomyocyte culture system (Fig. 2e), and single-cell RNA sequencing demonstrated that *Dbh* was not induced in LPS-treated *Cd68* positive macrophages, which was expressed in ICA cells (Fig. 2f). Therefore, the increase of NE level in NRVM ^ICA cell+^ culture conditions and adult rat myocardial homogenate could be attributed to the ICA cells, but not macrophages. Consequently, we found that blockade of β_1_-AR using CGP20712A, a selective β_1_-AR antagonist, dramatically suppressed LPS-induced TNF-α production in NRVM ^ICA cell+^, whilst removal of ICA cells abolished the impact of CGP20712A on TNF-α production (Fig. 2g). Moreover, the removal of ICA cells caused a lower level of TNF-α in the supernatants of LPS-stimulated NRVM ^ICA cell−^ than that of NRVM ^ICA cell+^ (Fig. 2h). These data support the concept that LPS stimulates ICA cell-derived NE release, which promotes LPS-induced TNF-α production in cardiomyocytes.

**Fig. 2:**
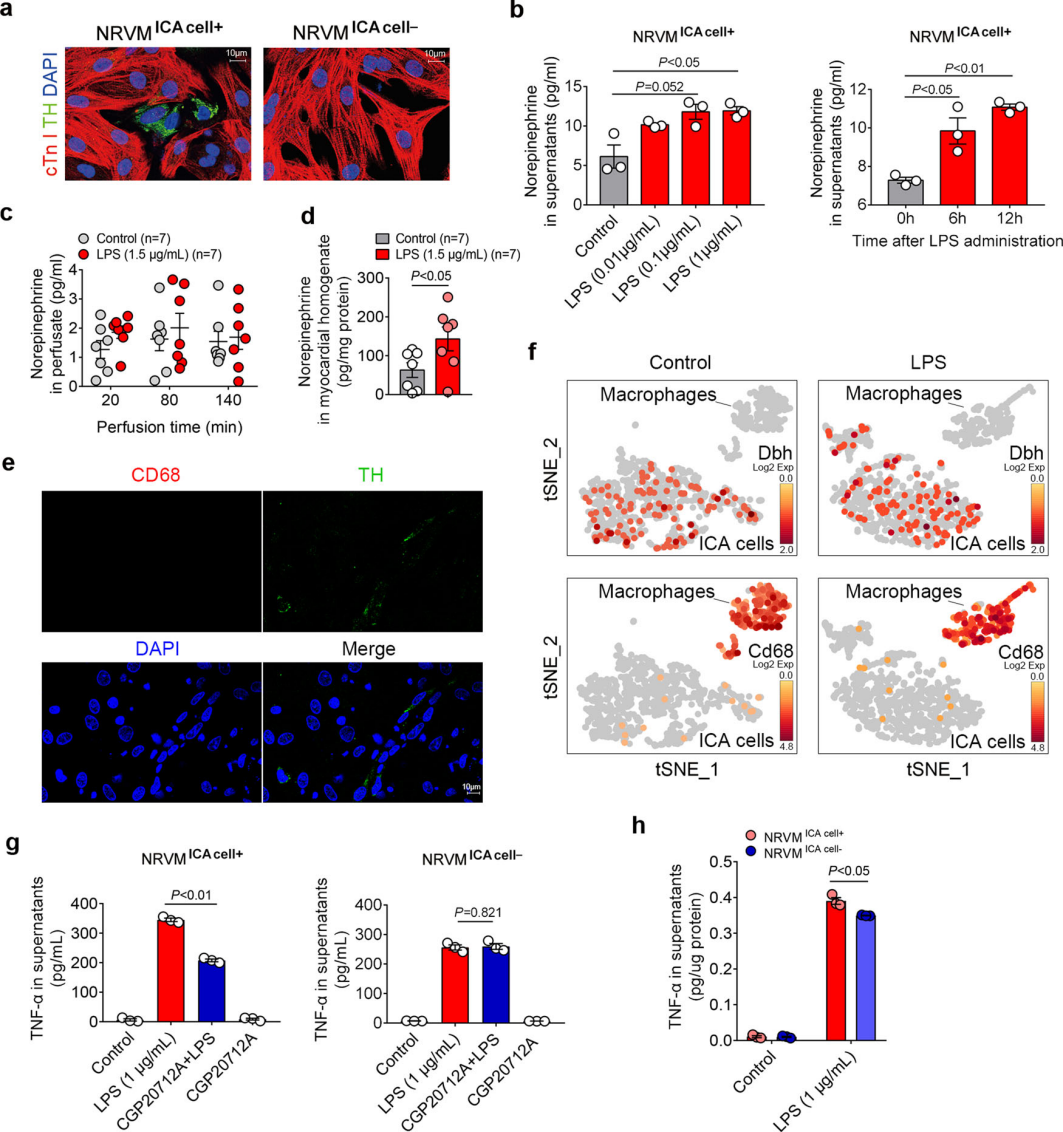
LPS-induced ICA cell-derived NE enhances cardiac TNF-α production. **a** Immunofluorescent staining of neonatal rat ventricular myocyte (NRVM) co-culturing with ICA cells (NRVM ^ICA cell+^) and NRVM without ICA cells (NRVM ^ICA cell−^), cTn I: cardiomyocytes, red; TH: ICA cells, green; DAPI: nuclei, blue (*n* = 12). **b** Norepinephrine (NE) level in supernatants of NRVM ^ICA cell+^ stimulated with different doses of LPS for 6 h, and with 1 µg/mL LPS for different durations (*n* = 36, each dot represents one independent repeat). **c** NE in perfusate from Langendorff-perfused adult rat hearts, control: K-H buffer. **d** NE in myocardial homogenates from adult rat hearts Langendorff perfused for 140 min, control: K-H buffer (*n* = 7 rats per group in **c** and **d**, each dot represents an adult rat). **e** Immunostaining of cells in current cardiomyocyte culture, CD68: marker of macrophage, red; TH: maker of ICA cells, green (*n* = 6). **f** Single-cell RNA-sequencing analysis of cardiac cells obtained using the Percol method, containing both ICA cells and macrophages treated with LPS. *Dbh* codes Dopamine Beta-Hydroxylase, *Cd68* codes CD68 (*n* = 24). **g** TNF-α in supernatants 6 h post LPS-treated NRVM ^ICA cell+^ and NRVM ^ICA cell-^ pretreated with 2 µM CGP20712A for 30 min prior to LPS. **h** TNF-α in supernatants of NRVM ^ICA cell+^ and NRVM ^ICA cell−^ stimulated with 1 µg/mL LPS for 6 h (*n* = 36, each dot represents one independent repeat in **g** and **h**). Data are presented as mean ± SEM, the *P*-values were assigned on each panel. **b** the LPS dose data were analyzed using non-parametric Kruskal–Wallis test and Dunn’s method of comparison, the duration data and **g** and **h** were analyzed using one-way ANOVA and Bonferroni multiple comparison test; **c** multiple *t-*test followed by the Holm-Sidak method; **d** independent Student’s *t-test*. The in vitro data represent three independent experiments. *n* represents the number of neonatal rats (**a**, **b**, **e**–**h**) or adult rats (**c**, **d**).

### LPS upregulates NE-producing enzyme expression in ICA cells

We next intended to elucidate how NE release is increased following LPS treatment. Given TH and DBH are the key enzymes responsible for NE biosynthesis^9^, we evaluated the expression of TH and DBH in ICA cells. Immuno-staining showed that LPS significantly stimulated TH expression in neonatal and adult rat ICA cells (Fig. 3a, b). In the NRVM ^ICA cell+^ culture, LPS (1 μg/mL) stimulation for 6 h and 12 h dramatically increased TH and DBH mRNA expression, and different doses of LPS also significantly enhanced TH and DBH mRNA expression after 6 h compared to controls (Fig. 3c). Consistently, a dramatic increase was observed in the protein expression of TH and DPH following LPS treatment (Fig. 3d, e). In Langendorff-perfused adult rat hearts, LPS increased TH and DBH expression significantly at both mRNA and protein levels compared to controls (Fig. 3f, g). These data show that LPS increases NE release by upregulating TH and DBH expression in ICA cells.

**Fig. 3:**
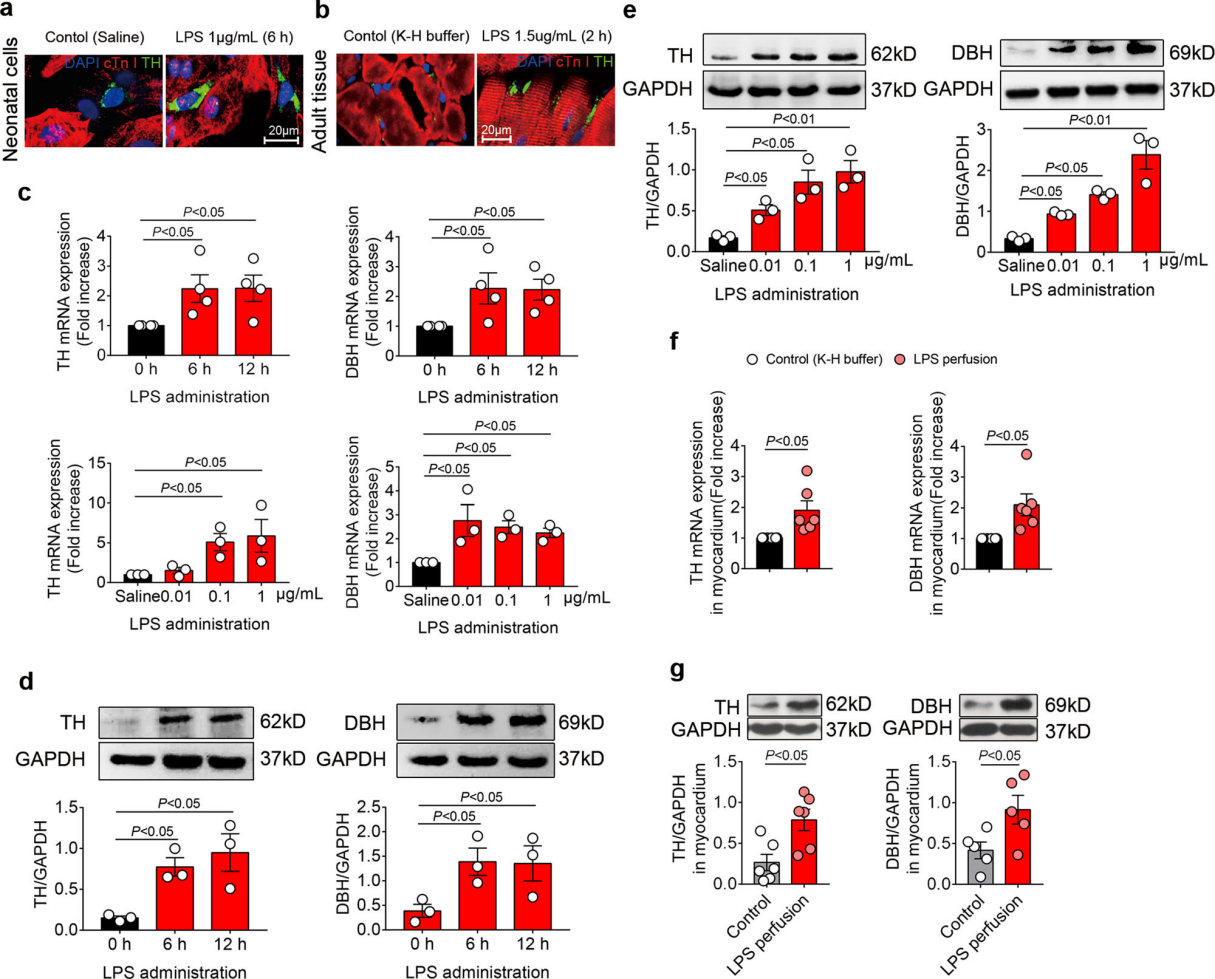
LPS stimulation upregulates NE-producing enzymes in ICA cells. **a** and **b** TH expression in NRVM ^ICA cell+^ treated with saline or LPS for 6 h (**a**, *n* = 6) and adult rat hearts Lagendorff perfused for 2 h (**b**, *n* = 6 per group); cTn I: cardiomyocytes, red; TH: ICA cells, green; DAPI: nuclei, blue. **c**–**e** mRNA and protein expression of TH and DBH relative to GAPDH in NRVM ^ICA cell+^ stimulated with LPS at different time points and doses (*n* = 36, one-way ANOVA and Bonferroni multiple comparison test, each dot represents one independent repeat). **f** and **g** mRNA and protein expression of TH and DBH relative to GAPDH in myocardium from adult rat hearts Lagendorff perfused for 2 h, control: K-H buffer, LPS: 1.5 µg/mL in K-H buffer (*n* = 6 rats per group, independent Student’s *t-test*, each dot represents a rat). Data are presented as mean ± SEM. *P*-values were assigned on each panel. *n* represents the number of neonatal rats (**a**–**e**) or adult rats (**f**–**g**).

### LPS increases TH and DBH biosynthesis through TLR4-MyD88/TRIF-AP-1 signaling

We next attempted to pinpoint the underlying mechanism of NE-producing enzyme upregulation in ICA cells stimulated by LPS. Since TLR4 is a well-known receptor of LPS^26^, we thus hypothesized that TLR4 activation mediates LPS-induced expression of TH and DBH in ICA cells. To this end, we employed immuno-staining to examine the expression of TLR4 in ICA cells. Cardiomyocytes were included as a positive control on which TLR4 expression has been demonstrated^27^. Immuno-staining of TLR4 in NRVM ^ICA cell+^ and isolated ICA cells showed that ICA cells (as well as cardiomyocytes) expressed TLR4 (Fig. 4a and Fig. S4A). Blockade of TLR4 signaling using the Viper peptide (a blocker of TLR4)^28^ markedly suppressed LPS-induced NE production as well as expression of TH and DBH in ICA cells (Fig. 4b, c). Consistently, the DBH expression and NE production were not LPS inducible in TLR4-deficient (*Tlr4*^*Lps-del*^) NMVM ^ICA cell+^, and lower than those in LPS-treated wild-type controls (Fig. 4d–f). Furthermore, we cloned the rat TH promoter into a luciferase reporter (Fig. S4B–F), and found that LPS stimulation markedly activated the TH promoter as well as the AP-1 promoter (Fig. 4g). Similarly, overexpression of the TLR4 adaptors, MyD88 and TRIF, significantly activated both the TH and the AP-1 promoters (Fig. 4h and Fig. S4H). Of note, AP-1 is a heterodimer composed of proteins belonging to the c-Jun and c-Fos families that have specific binding sites on the TH promoter^29^. To see whether disruption of AP-1 binding impacts TH promoter activation, we knocked down c-Jun and c-Fos using the siRNAs in HEK293/hTLR4-HA cells (Fig. 4i, Fig. S5). The activation of the TH promoter in response to MyD88 overexpression was dramatically suppressed by c-Jun siRNA and c-Fos siRNA (Fig. 4j). In addition, single-cell RNA sequencing verified that LPS induced increased *Jun* expression in ICA cells (Fig. 5h). These results reveal LPS induces NE enzyme biosynthesis via TLR4-MyD88/TRIF-AP1, which leads to activation of the TH promoter.

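*Jun* (ENSRNOG00000026293) had 42 UMIs in the control and 29 UMIs in the LPS cells of the Dbh-rich sub-cluster. Its level was 23.1 CPM (95% interval 16.7 to 31.2) in control and 42.4 CPM (95% interval 28.4 to 60.8) in LPS cells, a ratio of 1.83 (1.10 to 3.01). After thinning, 6.05% (3.26 to 10.1) of the control and 9.24% (4.71 to 15.9) of the LPS cells had a *Jun* UMI, and these intervals overlap. Without thinning the shares were 18.1% and 19.3%. The other classes also held *Jun*, so that none could serve as a background. Over the whole of cluster 3 the ratio was 1.52 (1.24 to 1.88), and over all cells of both libraries it was 1.47 (1.41 to 1.53). The log2 ratio was positive under 11 and negative under 2 of the 13 alternatives that gave a value of their own, and 4 of the positive values had intervals that include 0. When all cells were clustered anew at a resolution of 0.8, the Dbh-rich sub-cluster had 5 control and 3 LPS UMIs of *Jun* and a log2 ratio of -0.57, and with all variable genes kept it was -0.26, both with intervals that include 0. These sub-clusters shared 1 cell each with the one taken from the authors' cluster 3.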

**Fig. 4:**
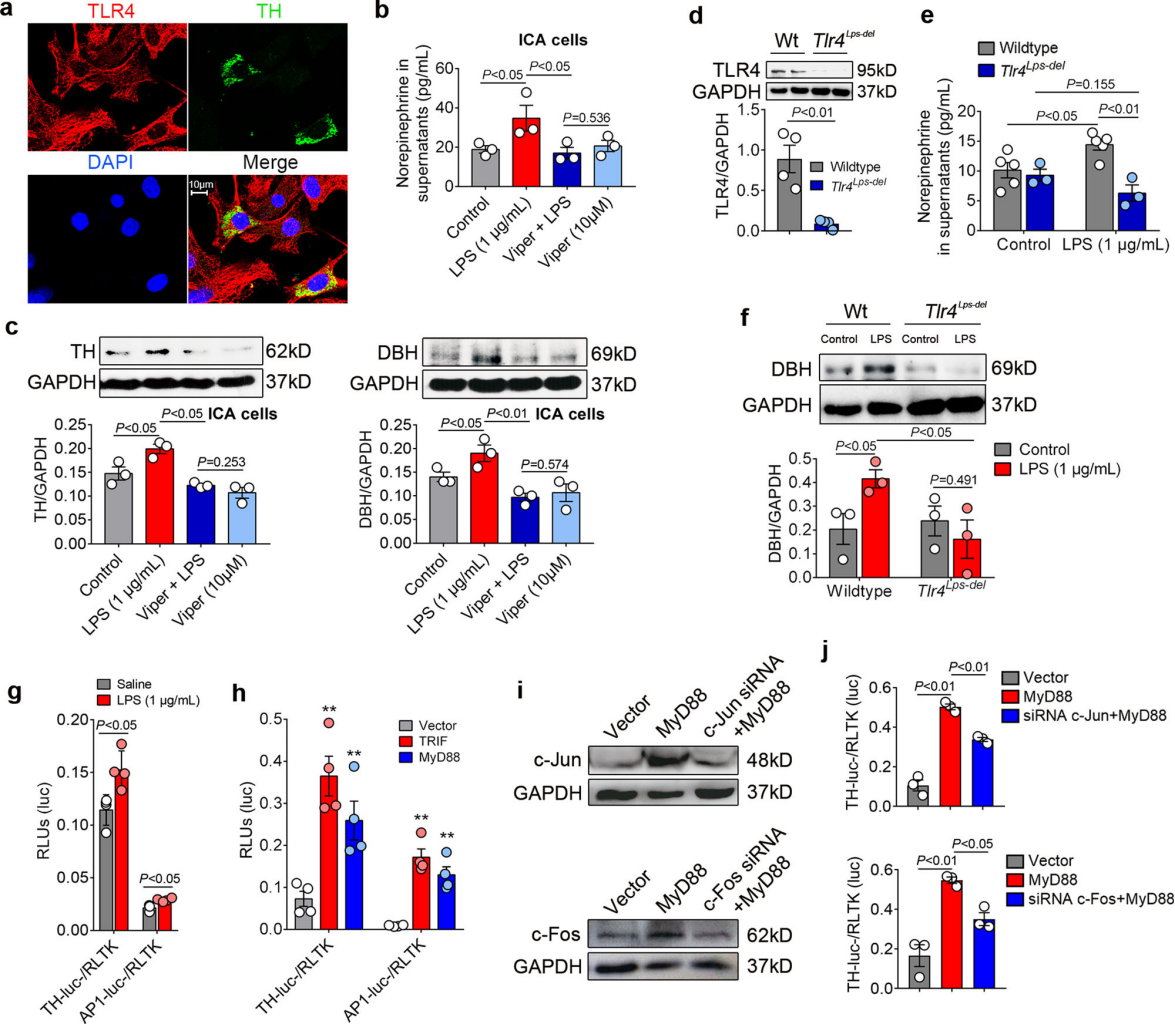
LPS-TLR4/AP-1 signaling mediates NE-producing enzyme expression. **a** Co-immunofluorescent staining of TLR4 and TH in NRVM ^ICA cell+^, TLR4: toll-like receptor 4, red; TH: ICA cells, green; DAPI: nuclei, blue (*n* = 6). **b** and **c** NE production as well as TH and DBH expression in rat ICA cells treated with Viper (TLR4 inhibitor, 10 μM) for 2 h prior to LPS for 6 h. (*n* = 48, each dot represents one independent repeat). **d** TLR4 expression in wildtype (WT) and TLR4-deficient (*Tlr4*^*Lps-del*^) NMVM ^ICA cell+^. **e** and **f** NE production and DBH expression in WT and *Tlr4*^*Lps-del*^ NMVM ^ICA cell+^ stimulated with LPS for 6 h, control: saline (*n* = 12, each dot represents a biological replicate in **d**–**f**). **g** Luciferase activity of AP-1-luc- and TH-promoter-luc- relative to RLTK-luc- in HEK293/hTLR4 cells at 36 h after transfection and LPS stimulation. **h** Luciferase activity of AP-1-luc- and TH-promoter-luc- relative to RLTK-luc- in HEK293/hTLR4 cells at 24 h after transfection with plasmids (0.1 μg/mL) encoding MyD88 and TRIF. **i** Expression of c-Jun and c-Fos in HEK293/hTLR4 cells at 24 h after transfection with MyD88 plasmid, c-Jun siRNA and c-Fos siRNA. **j** Luciferase activity of TH-promoter-luc- relative to RLTK-luc- in HEK293/hTLR4 cells at 24 h after transfection with MyD88 plasmid, c-Jun siRNA, and c-Fos siRNA, (0.1 μg/mL for plasmid) (each dot represents one independent repeat in (**g**–**j**)). Data are presented as mean ± SEM using one-way ANOVA and Bonferroni multiple comparison test, *P < 0.05, **P < 0.01, most of the *P*-values were assigned on the figure. *n* represents the number of neonatal rats (**a**–**c**) or neonatal mice (**d**–**f**).

**Fig. 5:**
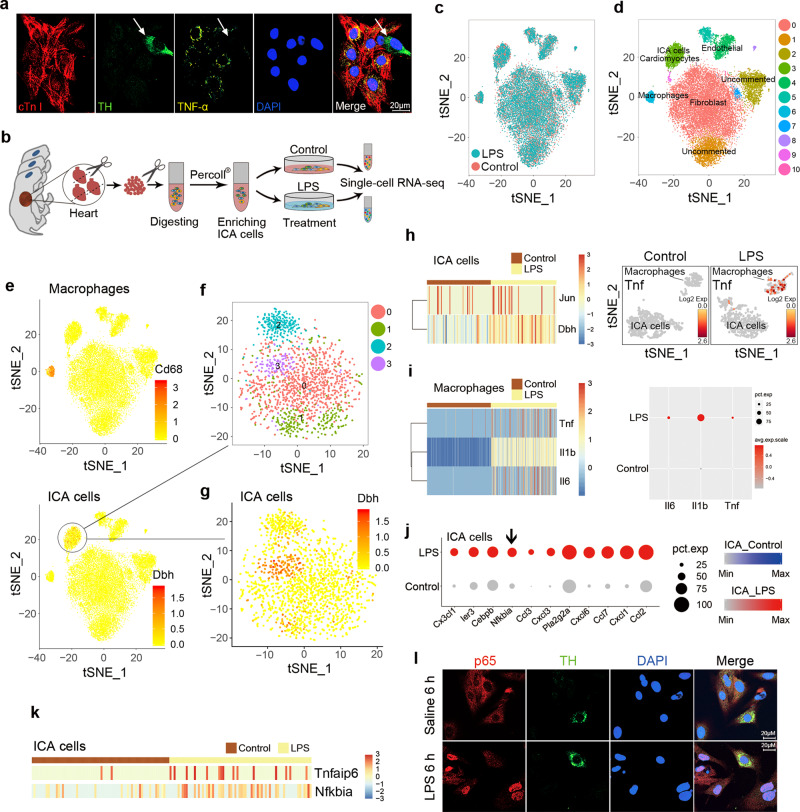
ICA cells do not produce TNF-α upon LPS stimulation. **a** Immunofluorescent-staining of TNF-α in NRVM ^ICA cell+^ stimulated with 1 µg/mL LPS for 6 h, cTn I: cardiomyocytes, red; TH: ICA cell (white arrow), green; TNF-α, yellow; DAPI: nuclei, blue (*n* = 12 neonatal rats). **b** Schematic of single-cell RNA-sequencing experimental strategy. **c** *t*-distributed stochastic neighbor embedding (t-SNE) projection of cardiac cells, batch effect analysis between control and LPS groups, control: saline, 24,210 cells. **d** t-SNE map of cardiac cells, different colored clusters represent distinct populations, 24,210 cells. **e** ICA cells expressing *Dbh* and macrophages expressing *Cd68* are separated in two clusters, 24,210 cells. **f** and **g** Analysis of substructure in ICA and cardiomyocyte cluster indicates subcluster 3 (Purple) is a ICA cell subpopulation, 1765 cells. **h** Expression of *Dbh* and *Jun* in ICA cells between control and LPS groups, and *Tnf* gene expression in ICA cells and macrophages between control and LPS groups, 138 cells. **i** Expression of *Tnf*, *Il6,* and *Il1b* in macrophages between control and LPS groups, 572 cells. **j** Top 11 differentially expressed genes (DEGs) which include *Nfkbia* in the ICA subcluster between control and LPS groups, control: saline, 138 cells. **k** Expression of *Tnfaip6* and *Nfkbia* in ICA cells between control and LPS groups, 138 cells. **l** Immunofluorescent-staining of p65 localization in NRVM ^ICA cell+^ stimulated with saline or 1 µg/mL LPS for 6 h, p65, red; TH: ICA cells, green; DAPI: nuclei, blue (*n* = 6 neonatal rats). For single-cell transcriptomes (**b**–**j**), *n* = 24 neonatal rats. Gene-expression values represent mean of log; differential expression test: Wilcoxon rank sum test; avg_logFC= log (mean(group1)/mean(group2)); adjusted *p*_value: Bonferroni Correction; min.pct ≥10%; avg_logFC ≥ 0.1.

### TLR4-expressing ICA cells do not produce TNF-α upon LPS stimulation

In order to further clarify the role of ICA cells in LPS-induced cardiac TNF-α production, we investigated whether ICA cells are responsible for TNF-α production. To this end, we performed co-immunofluorescence staining of TNF-α, TH, and cTn I in LPS-treated NRVM ^ICA cell+^. Surprisingly, TNF-α was induced in cardiomyocytes but not in ICA cells (Fig. 5a). To validate this phenotype, we implored single-cell RNA sequencing to confirm TNF-α expression by cardiomyocytes and ICA cells. The batch-to-batch variations between the control and LPS groups were normalized to be comparable (Fig. 5c). Distinct populations of cardiac cells were identified in different clusters on the *t*-SNE map (Fig. 5d). 

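The authors' table sorts the cells into 11 clusters, whereas the paper's methods state 10. Clusters 0, 1 and 7 are named Fibroblast and hold 13630, 2730 and 248 cells. Cluster 1 is led by genes of cycling cells such as *Top2a* and cluster 7 by interferon-response genes such as *Mx1* and *Ifit3*, so the clusters are named by their numbers. Cluster 3, ICA and Cardiomyocyte, holds 1765 cells, and its leading genes (*Trdn*, *Casq2*, *Smpx*) are those of cardiomyocytes. Clusters 4 and 5, Endothelial, hold 1546 and 793 cells, and cluster 6, Macrophages, holds 572. Clusters 2, 8, 9 and 10 carry no cell type and hold 2609, 151, 124 and 42 cells. The LPS-response genes *Il1b* and *Ccl3* are among the leading genes of cluster 6, and *Pla2g2a* and *Tnfaip6* among those of cluster 0. A clustering of all cells at the resolution of 0.5 from which these genes were left out, chosen after seeing the data, gave 13 clusters, with 569 cells in the one richest in *Cd68*. In cluster 3 a median of 17.9% of the UMIs of control cells and 17.3% of those of LPS cells came from mitochondrial genes, against 3.57% and 3.13% over all cells of the control and LPS libraries.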

Unsupervised clustering revealed macrophages expressing *Cd68* and ICA cells expressing *Dbh* in two separate clusters, supporting our immuno-staining results that ICA cells were not of monocyte origin (Fig. 5d, e). 

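Cluster 3 held 67.2% of the 268 *Dbh* UMIs of the control library and 77.7% of the 175 of the LPS library. Cluster 6 held 71.5% and 71.8% of the 2160 and 1837 UMIs of *Cd68* (ENSRNOG00000037563). After thinning, a *Dbh* UMI was found in 7.06% (5.42 to 9.01) of the control and 7.78% (6.13 to 9.69) of the LPS cells of cluster 3, and without thinning in 18.7% and 13.0%. Thinned shares of macrophages with a *Cd68* UMI were 71.5% (65.9 to 76.7) and 74.5% (69.1 to 79.4), and unthinned they were 96.4% and 90.7%. In cluster 3, thinned, *Cd68* was seen in 0.957% and 1.08% of the cells, and in cluster 0 in 1.35% and 1.35%. UMIs of both genes were found in 15 control cells, 10 of them in cluster 3 and 0 in cluster 6. They were found together in 2 LPS cells, 1 in each of these clusters.

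**Figure D1:**
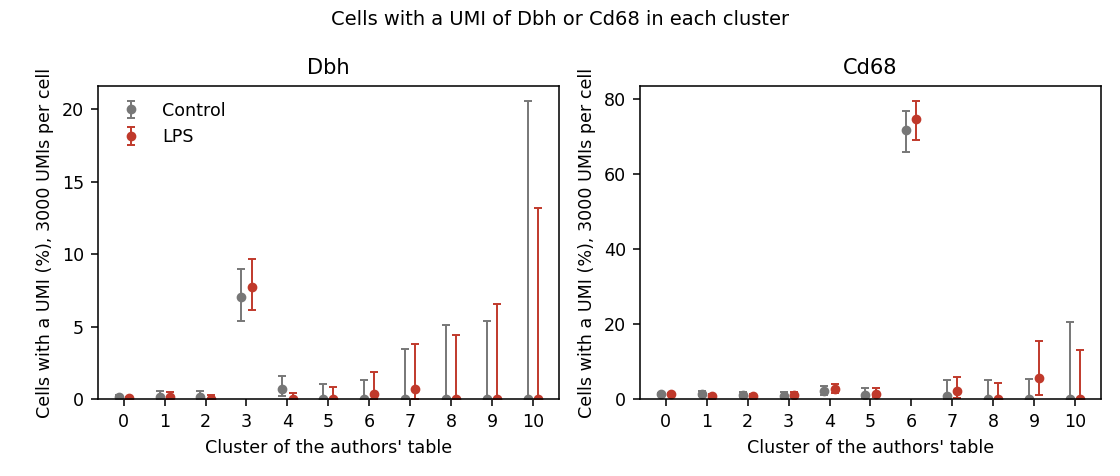
Share of cells with a UMI of *Dbh* (left) or *Cd68* (right) in each cluster, in percent, after each cell was thinned to 3000 UMIs. Points are the control and LPS libraries and bars are 95% Clopper-Pearson intervals; the *Dbh* shares of cluster 3 and the *Cd68* shares of cluster 6 lie above those of the large clusters.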

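Sub-clustering of the 1765 cells of cluster 3 at a resolution of 0.5 gave 4 sub-clusters of 613, 536, 334 and 282 cells, numbered from 0 to 3. A *Dbh* UMI was found without thinning in 15.7%, 14.8%, 24.2% and 23.2% of their control cells and in 12.0%, 13.4%, 16.0% and 12.4% of their LPS cells, in this order. After thinning, sub-clusters 0, 1 and 3 had shares of 6.07%, 7.42% and 7.14% in control and 8.46%, 7.84% and 4.12% in LPS cells. Sub-cluster 2 had the highest share over both libraries (21.3%) and is the Dbh-rich sub-cluster, and every sub-cluster held cells with a *Dbh* UMI. The median depths were 8161 and 5714 UMIs per cell in sub-cluster 2, and 6409 and 4590 in sub-cluster 1, where they were lowest. The troponin I gene *Tnni3* (ENSRNOG00000018250) reached 1272 CPM in the control cells of sub-cluster 2 against 19.1 CPM in cluster 0. In cluster 3, 21 control and 13 LPS cells held more than 1 *Dbh* UMI, where 18.6 and 10.1 would be found if all cells of the cluster shared 1 level of *Dbh*.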

Analysis of substructure in cluster 3 (ICA cells and cardiomyocytes) showed four distinct groups in which the new sub-cluster 3 (purple) was ICA cells expressing *Dbh* (Fig. 5f, g). 

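In the Dbh-rich sub-cluster, *Dbh* had 65 UMIs in control and 25 in LPS cells. Its level was 35.8 CPM (95% interval 27.6 to 45.6) in control and 36.5 CPM (95% interval 23.6 to 53.9) in LPS cells, and the ratio of LPS to control was 1.02 (0.617 to 1.64). The interval of the ratio includes 1, so no change of *Dbh* was detectable at this depth. After thinning, 7.91% (4.67 to 12.4) of the control and 10.9% (5.95 to 18.0) of the LPS cells had a *Dbh* UMI. Thinned to 1500 UMIs the shares were 5.58% and 3.36%, and without thinning 24.2% and 16.0%, so the direction changed. At each depth the interval of the difference included 0. Since the sub-cluster was chosen by *Dbh*, the ratio was also taken over the whole of cluster 3, where it was 0.976 (0.775 to 1.23), and over all cells, where it was 0.781 (0.642 to 0.949). Of the alternatives tried, sub-clustering at a resolution of 0.8, chosen after seeing the data, moved the log2 ratio most, from 0.03 to -1.28, on 4 control and 2 LPS UMIs. *Tnf* (ENSRNOG00000000837) had 0 UMIs in the control and 1 UMI in the LPS cells of the sub-cluster. A count of 0 allows up to 1.65 CPM in control, and the LPS level was 1.46 CPM with an upper limit of 8.14 CPM. In the whole of cluster 3, *Tnf* had 0 control and 4 LPS UMIs.

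**Figure D2:**
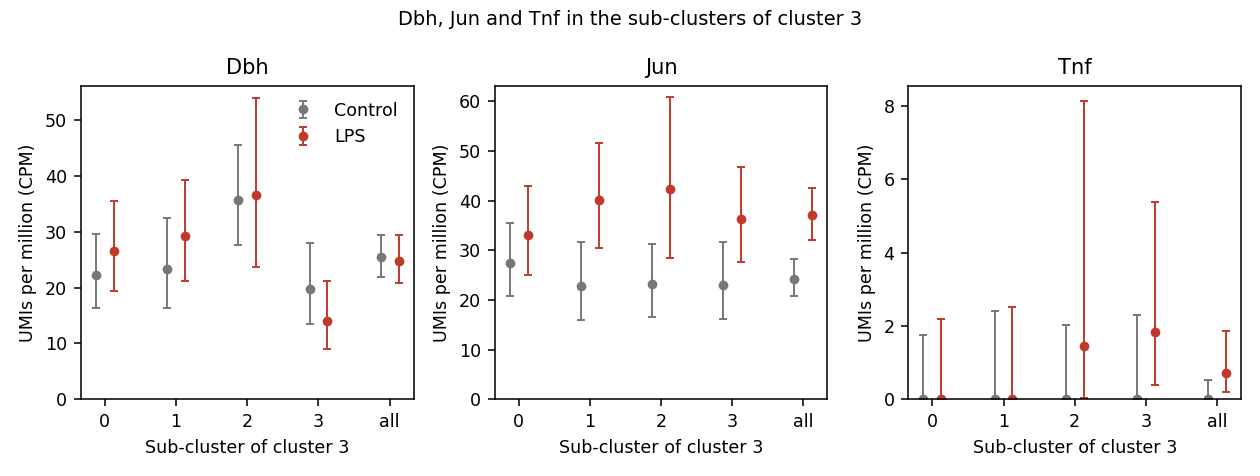
Level of *Dbh*, *Jun* and *Tnf* in CPM in sub-clusters 0 to 3 of cluster 3 and in the whole cluster (all). Points are the control and LPS libraries and bars are 95% Poisson intervals; in sub-cluster 2, the Dbh-rich one, *Dbh* lies at 35.8 and 36.5 CPM.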

Further, differentially expressed genes (DEGs) heat maps and clusters displayed an upregulation of *Dbh* and *Jun* expression, but not *Tnf* expression in LPS-treated ICA cells (Fig. 5h). 

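In the 281 control and 291 LPS macrophages of cluster 6, *Tnf* rose from 5 to 117 UMIs. Its level was 1.61 CPM (95% interval 0.521 to 3.75) in control and 47.1 CPM (95% interval 38.9 to 56.4) in LPS macrophages, a ratio of 29.3 (12.2 to 92.0). *Il1b* (ENSRNOG00000004649) rose from 119 to 19685 UMIs and from 38.2 to 7919 CPM, a ratio of 207 (173 to 250.3). *Il1b* is also one of the genes that lead cluster 6. *Il6* (ENSRNOG00000010278) had 1 UMI in control and 507 UMIs in LPS macrophages, a ratio of 635 (114 to 25140). After thinning, *Tnf* was seen in 0.712% of the control and 10.7% of the LPS macrophages, *Il1b* in 8.90% and 96.9%, and *Il6* in 0.356% and 21.0%. Without thinning, the LPS shares were 22.7% for *Tnf*, 97.9% for *Il1b* and 32.3% for *Il6*. In the LPS cells of cluster 3 the thinned shares were 0.108%, 9.83% and 0.864%. Of the alternatives tried, clustering without integration of the libraries moved the ratio of *Il1b* most: it placed 2 LPS cells beside 280 control cells in the cluster richest in *Cd68*, and the log2 ratio was 2.60 there.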

LPS-stimulated macrophages were used as a positive control, resulting in upregulation of *Tnf*, *Il1b,* and *Il6* gene expression (Fig. 5i). Mechanistically, analyses of DEGs showed significantly increased expressions of *Nfkbia* and *Tnfaip6* in LPS-treated ICA cells compared with controls (Fig. 5j, k and Fig. S6C, D). These data suggest the lack of TNF-α production in ICA cells may be attributed to the upregulation of *Nfkbia* and *Tnfaip6*, which are involved in p65 nuclear translocation^30^, and suppression of NF-κB activation^31^, respectively. 

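*Nfkbia* (ENSRNOG00000007390) had 87 UMIs in the control and 114 in the LPS cells of the Dbh-rich sub-cluster. Its level was 47.9 CPM (95% interval 38.3 to 59.0) in control and 167 CPM (95% interval 137 to 200.0) in LPS cells, a ratio of 3.48 (2.61 to 4.65). After thinning, 13.5% (9.22 to 18.8) of the control and 43.7% (34.6 to 53.1) of the LPS cells had a *Nfkbia* UMI, and unthinned 29.3% and 63.0%. *Tnfaip6* (ENSRNOG00000050792) had 8 and 27 UMIs, at 4.40 CPM (95% interval 1.90 to 8.67) and 39.4 CPM (95% interval 26.0 to 57.4), a ratio of 8.96 (3.96 to 22.8). The thinned shares of cells with a *Tnfaip6* UMI were 0.930% (0.113 to 3.32) and 11.8% (6.58 to 19.0), and the unthinned ones 3.72% and 21.0%. Thinned to 1500 UMIs, the shares were 7.91% and 17.6% for *Nfkbia*, a difference of 9.74 percentage points (95% interval 1.96 to 18.4), and 0.930% and 3.36% for *Tnfaip6*, a difference of 2.43 percentage points (95% interval -0.983 to 7.52). *Tnfaip6* is among the leading genes of the fibroblasts of cluster 0. In the LPS library, the *Tnfaip6* level of the Dbh-rich sub-cluster was 11.2% of that of cluster 0, and 9 fibroblast marker genes were found in the same cells at 9.17% to 26.0% of their level in cluster 0. For *Nfkbia*, this value was 29.6% (95% interval 24.4% to 35.6%).

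**Figure D3:**
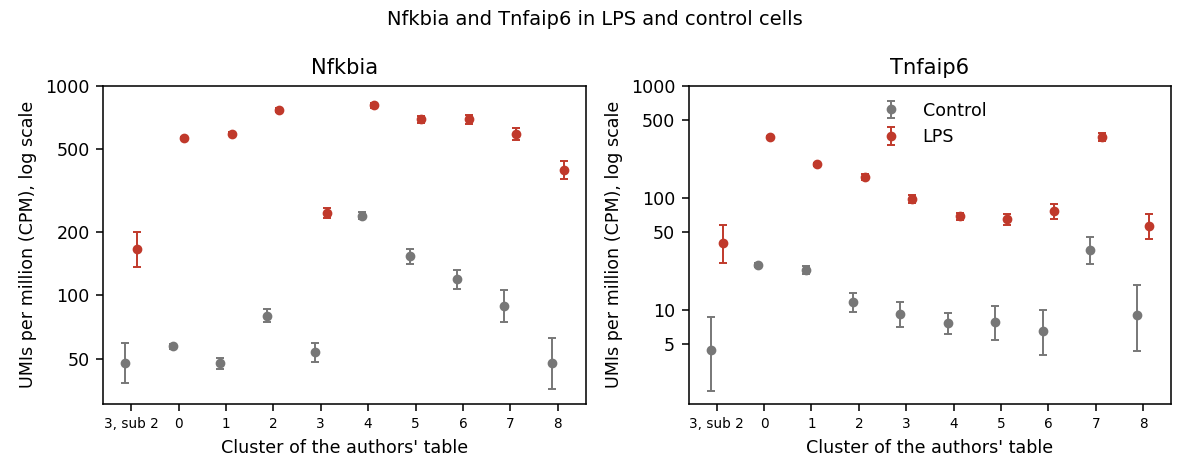
Level of *Nfkbia* (left) and *Tnfaip6* (right) in CPM, on a log scale, in the Dbh-rich sub-cluster (3, sub 2) and in clusters 0 to 8. Points are the control and LPS libraries and bars are 95% Poisson intervals; both genes are higher in LPS than in control cells in each class shown.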

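The same genes were measured in the other classes, where the differences between classes have no replicate check. *Nfkbia* went from 119 to 692 CPM in macrophages, from 57.4 to 562 CPM in cluster 0 and from 239.6 to 806 CPM in the endothelial cells of cluster 4. The ratios of LPS to control were 5.79 (5.18 to 6.50), 9.79 (9.51 to 10.1) and 3.36 (3.22 to 3.52) in this order. *Tnfaip6* had ratios of 11.8 (7.41 to 19.7) in macrophages, 13.9 (13.3 to 14.5) in cluster 0 and 8.94 (7.13 to 11.3) in cluster 4. Over the sub-clusters of cluster 3 other than the Dbh-rich one, *Nfkbia* reached 167, 166 and 437 CPM in LPS cells. The *Tnf* level in LPS cells was 0.719 CPM in cluster 0, 0.719 CPM in cluster 4 and 0.730 CPM in the whole of cluster 3. From the higher levels of *Nfkbia* and *Tnfaip6* in LPS-treated ICA cells, and from the roles of their products in p65 nuclear translocation and NF-κB activation, the paper proposes that their upregulation accounts for the lack of TNF-α in these cells.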

We, therefore, performed immunofluorescence staining of p65 localization to examine NF-κB activation in LPS-treated NRVM ^ICA cell+^. Strikingly, nuclear translocation of p65 was significantly induced by LPS in non-ICA cells but not in ICA cells, compared to saline-treated controls (Fig. 5l). These findings suggest that ICA cells lack the capacity of producing TNF-α due to impaired nuclear translocation of p65 by elevation of *Nfkbia* and *Tnfaip6*.

### ICA cell-derived NE acts via β_1_-AR-CaMKII signaling to regulate NF-κB and MAPK pathways in cardiomyocyte

Catecholamines activate various adrenoceptors, to screen out the targets of ICA cell-derived NE in cardiomyocytes, different adrenoceptor inhibitors were employed, in which only β_1_-AR or β_2_-AR blockade significantly reduced the LPS-induced TNF-α production in NRVM ^ICA cell+^ (Fig. 6a). Administration of CGP20712A (2 µM), a β_1_-AR blocker, prior to LPS (1 μg/mL) treatment dramatically suppressed LPS-induced phosphorylation of IκBa and p65 (Fig. 6b), which is consistent with previous work demonstrating activation of β_1_-AR increases IκBα phosphorylation and TNF-α expression in septic mouse hearts^11^. The levels of phosphorylated-p38 and phosphorylated-JNK in the CGP20712A + LPS group were also significantly decreased compared to the LPS alone group, while the ERK1/2 phosphorylation was increased by CGP20712A with or without LPS (Fig. 6c). These results suggest that the NF-κB and MAPK signaling pathways are involved in the process of ICA cell-derived NE promotion of cardiomyocyte TNF-α production. Since protein kinase A (PKA) signaling has proven to be a major route for channeling cardiac β_1_-AR signaling^32^, we thus asked if PKA mediates induction of ICA cell-derived NE on NF-κB and MAPK pathway activation. Intriguingly, the phosphorylation of CREB-Ser133, which indicates PKA activation^33^, showed no significant alteration in either of the groups (Fig. 6d). As the other major downstream element of the β_1_-AR pathway, CaMKII was reported to mediate effects of β_1_-AR stimulation independent of PKA in heart failure, cardiac contractility, and apoptosis^34^. A recent study also showed that CaMKII plays an important role in cardiac contractile dysfunction associated with sepsis^35^. We, therefore, examined the activation of CaMKII in this process. Indeed, the phosphorylation of CaMKII^Thr286^ was dramatically enhanced in LPS-stimulated NRVM ^ICA cell+^ compared with controls, while CGP20712A significantly reduced CaMKII^Thr286^ phosphorylation compared to the LPS group (Fig. 6e). These data hint that CaMKII^Thr286^ phosphorylation is critical in mediating the effects of β-AR stimulation by ICA cell-derived NE. We next used KN93, a selective inhibitor of CaMKII, to block CaMKII signaling. KN93 markedly decreased the levels of TNF-α in the supernatants of LPS-treated NRVM ^ICA cell+^ in a dose-dependent manner (Fig. 6f). The phosphorylation of CaMKII^Thr286^ in the KN93 + LPS group was significantly reduced compared with LPS-treated NRVM ^ICA cell+^ (Fig. 6g). Accordingly, KN93 dramatically decreased LPS-induced phosphorylation of p65, IkBa, p38, and JNK in NRVM ^ICA cell+^ (Fig. 6h, i), and increased ERK1/2 phosphorylation (Fig, 6j). These results show that CaMKII blockade phenocopies the effects of β_1_-AR blockade on LPS-treated NRVM ^ICA cell+^, which suggests that CaMKII is essential during β_1_-AR signal transduction activated by ICA cell-derived NE.

**Fig. 6:**
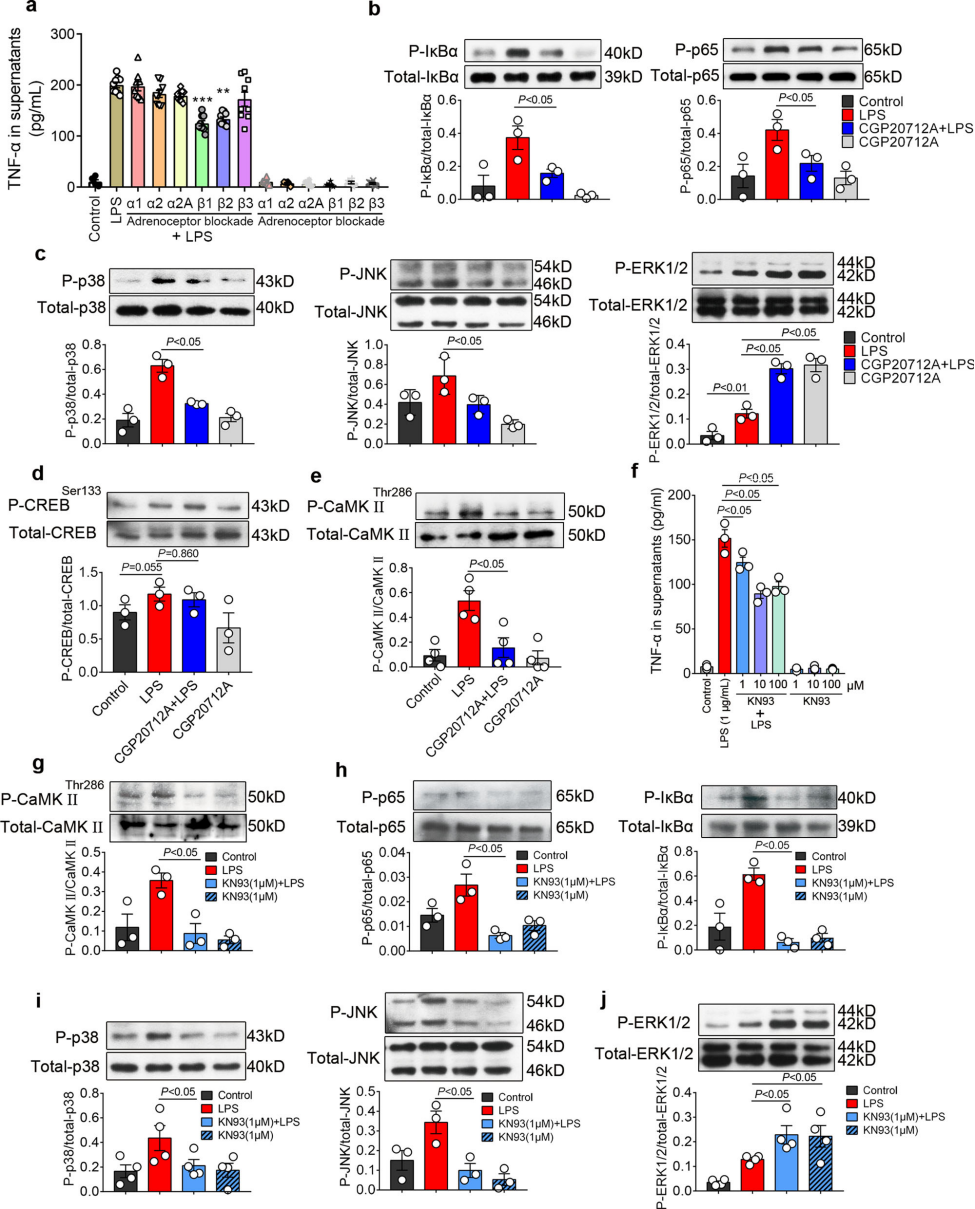
ICA cell-derived NE enhanced by LPS acts via β_1_-AR-CaMKII pathway to regulate NF-κB and MAPK signaling pathways. **a** Effect of different adrenoceptor blockers on TNF-α production in NRVM ^ICA cell+^ upon LPS stimulation. Each dot represents a biological replicate. **b**–**e** NRVM ^ICA cell+^ were stimulated with 2 µM CGP20712A (β_1_-AR antagonist) for 30 min prior to 1 µg/mL LPS for 30 min, **b** phosphorylation of IκBα and p65, **c** phosphorylation of p38, JNK, and ERK1/2, **d** phosphorylation of CREB-Ser133, indicating PKA activation. **e** phosphorylation of CaMKII in NRVM ^ICA cell+^. **f** TNF-α in supernatants of NRVM ^ICA cell+^ treated with KN93 in different doses for 30 min prior to 1 µg/mL LPS for 6 h. **g**–**j** Phosphorylation of CaMKII, p65, IκBα, p38, JNK and ERK1/2 in NRVM ^ICA cell+^ treated with 1 µM KN93 for 30 min prior to 1 µg/mL LPS for 30 min. Data are presented as mean ± SEM using one-way ANOVA and Bonferroni multiple comparison test, *P*-values were assigned on each panel. *n* = 36 neonatal rats (**a**–**j**), data represent three or four independent experiments.

### Dobutamine recapitulates the contributions of ICA cells to cardiomyocyte TNF-α production upon LPS stimulation

The aforementioned data suggest that the NE from ICA cells contribute to the activation of NF-κB and MAPKs through β1-AR-CaMKII signaling in cardiomyocytes. We next employed dobutamine (DOB), a selective β_1_-AR agonist analogous to NE^36^, to recapitulate the contributions of ICA cells. We cultured NRVM without ICA cells (NRVM ^ICA cell−^) and then treated with DOB for different durations prior to LPS stimulation. Short-term (10-min) β_1_-AR stimulation with DOB reduced the LPS-induced TNF-α production in NRVM ^ICA cell−^, while PKA inhibitor 14–22 amide (PKI) increased LPS-induced TNF-α production and reversed the suppressive effect of DOB (Fig. 7a). Such observations are in agreement with published data suggesting that short-term β_1_-adrenergic stimulation elicits a rapid increase of cellular cAMP activating PKA^37^, which inhibits LPS-induced cardiac expression of TNF-α^38^. Of note, cardiomyocytes are perpetually regulated by intrinsic cardiac adrenergic activities. We thus prolonged the treatment time of DOB, and found that β_1_-AR stimulation for 6 h significantly increased the level of TNF-α in supernatants of LPS-treated NRVM ^ICA cell−^ (Fig. 7b). Similar to our observations regarding ICA cell-derived NE, DOB stimulation of NRVM ^ICA cell−^ for 6 h did not alter phosphorylation of CREB-Ser133 (Fig. 7c), but did dramatically enhance the level of phosphorylated-CaMKII^Thr286^ compared with control and LPS groups (Fig. 7d). The phosphorylation of CaMKII^Thr286^ in LPS-treated NRVM ^ICA cell−^ exhibited negligible differences compared with controls, showing that there was no NE production in NRVM ^ICA cell−^ culture due to the lack of ICA cells (Fig. 7d). Consistent with β_1_-AR blockade and CaMKII blockade in LPS-stimulated NRVM ^ICA cell+^, DOB treatment of NRVM ^ICA cell−^ for 6 h prior to LPS markedly increased phosphorylation of IκBα and JNK, whereas a decreased level of phosphorylated-ERK1/2 and comparable p38 phosphorylation when compared with the LPS alone group (Fig. 7e–g). Given that β_2_-AR activation suppresses p38 MAPK phosphorylation^39^, the unchanged p38 phosphorylation could be due in part to the mild β_2_-AR agonist activity of DOB^40^. Nonetheless, the data collectively shows DOB mimics ICA-cell derived NE that promotes TNF-α production in LPS-stimulated cardiomyocytes via β_1_-AR-CaMKII-NF-κB/MAPKs signaling cascades.

**Fig. 7:**
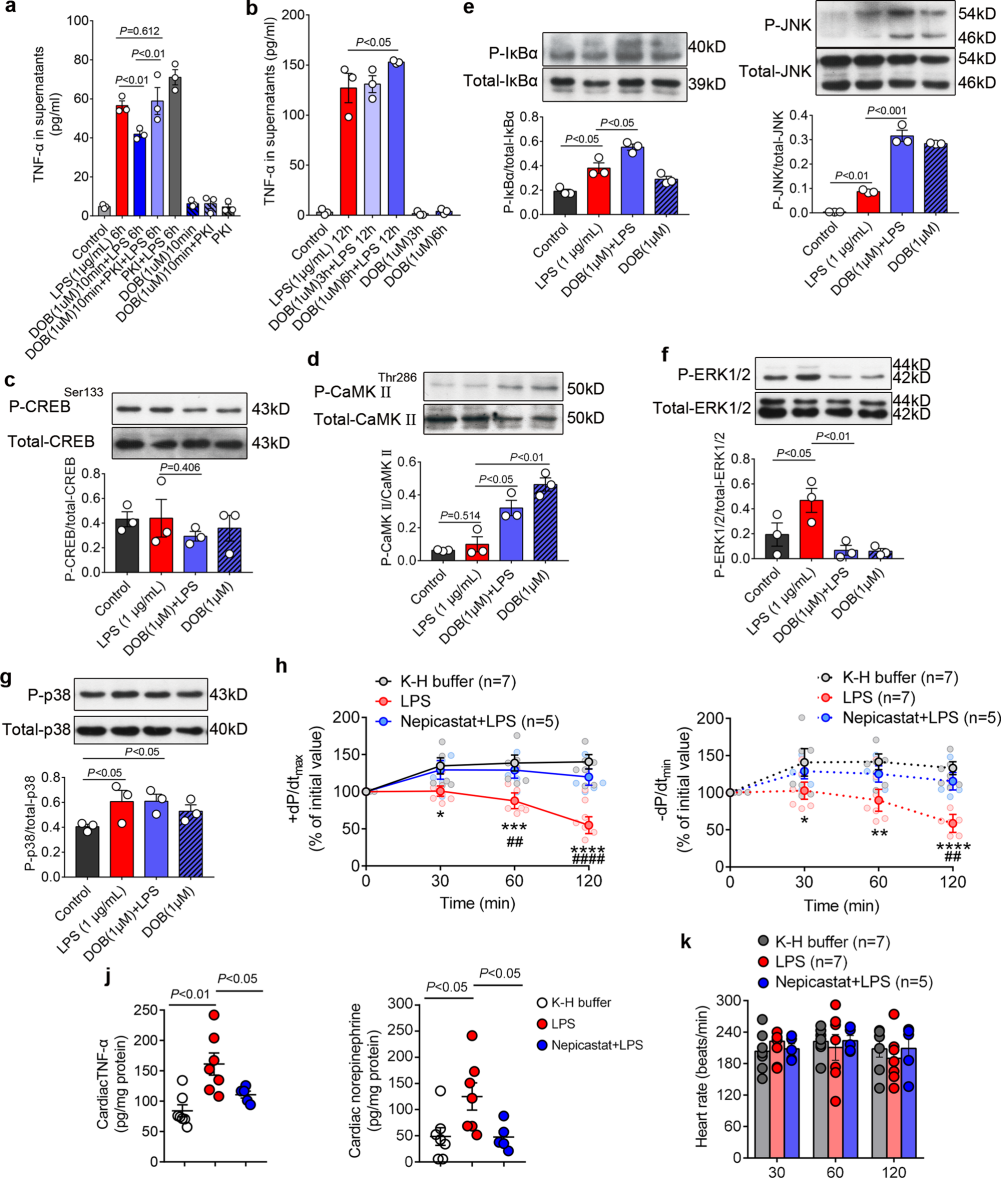
Dobutamine recapitulates the effects of ICA cell-derived NE, whereas blockade of ICA cell-derived NE prevents myocardial dysfunction induced by LPS. **a** TNF-α in supernatants of NRVM without ICA cell (NRVM ^ICA cell−^) treated with 1 µM dobutamine (DOB) for 10 min and/or 5 µM PKA inhibitor 14–22 amide (PKI) for 1 h prior to LPS 1 µg/mL for 6 h. **b** TNF-α in supernatants of NRVM ^ICA cell−^ treated with 1 µM DOB for 3 h or 6 h prior to 1 µg/mL LPS for 12 h. **c**–**g** Phosphorylation of CREB-Ser133, CaMKII-Thr286, IκBα, JNK, ERK1/2 and p38 in NRVM ^ICA cell−^ treated with 1 µM DOB for 6 h prior to 1 µg/mL LPS for 30 min. *n* = 36 neonatal rats, data represent three independent experiments (**a**–**g**). **h**, **i** and **k** Systolic (+d*P*/d*t*_max_), diastolic (−d*P*/d*t*_min_) function and heart rate of Langendorff-perfused adult rat hearts, LPS: 1.5 µg/mL, Nepicastat: Dopamine-β-hydroxylase (DBH) inhibitor, 15 µg/mL. **j** TNF-α and NE in myocardial homogenates from adult rat hearts Langendorff perfused for 120 min. *n* = 7 rats (K-H buffer), *n* = 7 rats (1.5 µg/mL LPS), *n* = 5 rats (15 µg/mL Nepicastat + LPS) in (**h**–**k**), each dot represents an adult rat, the solid dots on lines in (**h**) and (**i**) represent the mean of each group at each time point. Data are presented as mean ±  SEM. **a**–**g** and **j** one-way ANOVA and Bonferroni multiple comparison test, **h**, **i** and **k** two-way repeated measures ANOVA and Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 in comparison of LPS vs. K-H buffer, ##*P* < 0.01, #### *P* < 0.0001 in comparison of LPS vs. Nepicastat + LPS. *P*-values were assigned on the panels.

### Blockade of ICA cell-derived NE prevents LPS-induced myocardial dysfunction

The above mentioned data suggest a critical role of ICA cells in facilitating LPS-induced myocardial dysfunction. We, therefore, attempted to assess the influence of ICA cell-derived NE on cardiac function in vivo. Of note, circulating NE sourced from sympathetic nerves and adrenal medulla are significantly enhanced during sepsis^26^, however, the impact of ICA cell-derived NE on cardiac function is challenging to measure exclusively in vivo. Yet, the Langendorff perfusion system can eliminate the influence of circulating NE, and has proven invaluable and stalwart in studying pharmacological effects on myocardial function in the investigation of clinically relevant disease states such as heart failure^41,42^. It was thus utilized to investigate the impact of ICA cells on myocardial dysfunction induced by LPS in adult rats. The hearts in the LPS group exhibited significantly worse phenotypes in both systolic (+d*P*/d*t*_max_) and diastolic (−d*P*/d*t*_min_) functions than those in the K-H buffer group (control). Furthermore, blockade of ICA cell-derived NE biosynthesis using Nepicastat, an inhibitor of DBH, markedly rescued both systolic and diastolic functions compared to the LPS group (Fig. 7h, i). Nepicastat simultaneously abrogated the elevation of NE and TNF-α production in LPS-perfused hearts, consistent with changes in systolic and diastolic functions (Fig. 7j). The Langendorff-perfused hearts in different groups showed a negligible alteration in heart rate (Fig. 7k). These findings demonstrate that blockade of ICA cell-derived NE reduces LPS-induced cardiac TNF-α production and protects against LPS-induced myocardial dysfunction.

## Discussion

Catecholamines are irreplaceable in both developing and adult hearts. Targeted disruption in mice of the genes encoding catecholamine biosynthetic enzymes are embryonic lethal, likely due to cardiac failure^43,44^. The developing heart initially relies on ICA cells as the major source of catecholamines^45^. Published evidence also shows that ICA cells synthesize cardiac intrinsic catecholamines, occurring independently of cardiac sympathetic nerves, either in neonatal or adult hearts, thereby functioning as a critical and integral regulator in mammalian heart development, cardiac pathophysiology and post-heart transplantation support^14–17,19,21,46,47^. Stimulation of ICA cells enhances epinephrine release to reduce ischemia/reperfusion injury through the δ-opioid-regulated cardioprotective adrenopeptidergic co-signaling pathway^17,19,48^. Although ICA cell density shows negligible connection with reduced myocardial efficiency in failing myocardium^18^, irregular stimulation of ICA cells raises cardiac NE levels^49^. Considering the increase of cardiac NE levels and β_1_-AR activation aggravate sepsis-induced cardiomyocyte apoptosis and myocardial injury^8,11^, it is thus plausible that ICA cells could promote septic cardiomyopathy pathogenesis. Indeed, ICA cells are not separated from cardiomyocytes in most of the current cardiac models using primary neonatal rat or mouse ventricular myocytes (NRVM or NMVM)^50,51^. Our previous study established a method of superparamagnetic iron oxide particle (SIOP) to purify NRVM from ICA cells and demonstrated that the ICA cell-free NRVM showed lower calcium transient amplitude, longer time to begin autonomous beating and less expression of natriuretic peptide A (Nppa) and -B (Nppb) (markers of stress response) than those of NRVM mixed with ICA cells^24^. Moreover, we observed a reduced TNF-α production in ICA cell-free NRVM compared to unpurified cardiomyocytes in response to LPS stimulation^24^. Therefore, it is important to distinguish and evaluate the function of ICA cells in cardiac studies.

In the current study, we defined ICA cell-derived NE as a contributor to myocardial dysfunction via activation of β_1_-AR signaling in cardiomyocytes upon LPS challenge. Our data demonstrated ICA cells as a source of increased NE in LPS-treated neonatal and adult rat hearts. Although endothelial cells have been shown to produce catecholamines in response to ischemia^52^, the typical “cobblestone” monolayer pattern of morphology in endothelial cell culture largely differs from ICA cells^53^. In the Langendorff perfusion experiments, the unchanged NE levels in the perfusate from LPS-perfused hearts also indicate that the increased NE levels in the hearts were not from vascular endothelial cells. Utilization of a β_1_-AR blocker, CaMKII inhibitor, and β_1_-AR agonist showed that the NE from ICA cells can active cardiac β_1_-AR-CaMKII signaling, which crosstalks with NF-κB and MAPK pathways to promote TNF-α production and myocardial dysfunction during sepsis. This concept was further evidenced by the administration of Nepicastat inhibiting NE production in the ex vivo Langendorff model assessing septic heart function.

The early phase of sepsis has been characterized by high levels of circulating catecholamines, which boost the inflammatory response^26^, but the molecular mechanisms are multifactorial and not yet fully understood. TLR4, mediating recognition of LPS, has been well-known as the first-line sentinel of host defense against bacteria in innate immunity^26^. Previous studies show that TLR4 is present on immune cells and neurons^4,54^ which possess the capacity of catecholamine biosynthesis^25,55^. Whether TLR4 has functions in the regulation of catecholamine secretion remains elusive. We observed that TLR4 and its downstream MyD88/TRIF-AP-1 signaling pathway mediate LPS-induced biosynthesis of cellular NE through upregulation of NE-producing enzyme expression, assessed by the activation of TH-promoter. Consistently, a previous study showed that LPS continuously increased TH expression in mouse brains^56^, suggesting a promotive action to catecholamine biosynthesis for TLR4. Intriguingly, although the activation of TLR4 triggers cytokine release including TNF-α^26^, this is not the case in ICA cells despite TLR4 presence. This discrepancy could be due to the upregulation of *Nfkbia* and *Tnfaip6* expression that results in impaired p65 nuclear translocation in LPS-treated ICA cells. This concept fits well with published evidence that the increase of either *Nfkbia* or *Tnfaip6* expression suppresses NF-κB activation^30,31^. These findings hint towards a function of TLR4 signaling in hormone regulation during sepsis. In addition, the marked upregulations of chemokine family gene expression (i.e., *Cxc3cl1*, *ccl3*, *cxcl1*, *ccl2*, etc.) in LPS-treated ICA cells indicate that ICA cells may also contribute to cell migration involved in homeostatic and inflammatory processes.

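Of the chemokine genes, *Cx3cl1* (ENSRNOG00000016326) had 59 control and 89 LPS UMIs in the Dbh-rich sub-cluster, or 32.5 CPM (95% interval 24.7 to 41.9) and 130.0 CPM (95% interval 104 to 160.0), a ratio of 4.00 (2.85 to 5.66). *Cxcl1* (ENSRNOG00000002802) had 59 and 271 UMIs, a ratio of 12.2 (9.17 to 16.4). *Ccl2* (ENSRNOG00000007159) had 272 and 1065 UMIs, a ratio of 10.4 (9.09 to 11.9). *Ccl3* (ENSRNOG00000011205) had 8 and 66 UMIs, a ratio of 21.9 (10.5 to 52.8). The ratios of *Cxcl3*, *Cxcl6* and *Ccl7* were 10.2 (6.09 to 17.9), 9.86 (6.97 to 14.2) and 7.16 (5.61 to 9.19). In the LPS library, the *Ccl3* level of the sub-cluster was 0.450% (95% interval 0.348% to 0.572%) of that of macrophages, where 10 macrophage marker genes had 12 UMIs in all and lay, summed, at 0.510% (0.264% to 0.891%). The levels of *Cxcl1*, *Ccl2*, *Cxcl3*, *Cxcl6* and *Ccl7* were 17.7%, 20.6%, 15.6%, 13.0% and 20.1% of those of cluster 0, within the range of the fibroblast marker genes in the same cells. That of *Cx3cl1* was 136% of the level of cluster 0.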

PKA and CaMKII are two major downstream elements of β_1_-AR that is critical for the regulation of cardiac function in chronic heart failure^37,57^. In this study, we demonstrated an essential role for CaMKII in the pathogenesis of LPS-induced myocardial dysfunction. CaMKII activation was not observed in LPS-treated NRVM without the presence ICA cells in culture, whereas PKA activation showed no change. Recent evidence shows that CaMKII oxidation in response to myocardial infarction contributes to NF-κB-dependent inflammatory transcription in cardiomyocytes^58^. Moreover, it is also reported that oxidation-activated CaMKII has a causal role in the contractile dysfunction during sepsis^35^. Therefore, the present study demonstrates that ICA cell-derived NE is another factor in activating cardiomyocyte CaMKII via β_1_-AR to enhance LPS-induced cardiac inflammation, and β_1_-AR-CaMKII activation is the principal mechanism by which ICA cell-derived NE enhances cardiomyocyte NF-κB and MAPK signaling to promote LPS-induced cardiomyocyte TNF-α production.

In summary, we provide evidence for a pro-inflammatory role of ICA cells in LPS-induced myocardial dysfunction. Our data reveal that TLR4-MyD88/TRIF-AP-1 signaling is responsible for LPS-induced biosynthesis of NE that serves as a paracrine signal to aggravate LPS-induced myocardial TNF-α production and dysfunction via β_1_-AR-CaMKII signaling (Fig. 8). Considering the observation that blockade of ICA cell-derived NE prevents LPS-induced myocardial dysfunction in adult rat hearts, it seems plausible that ICA cells and CaMKII may be potential therapeutic targets in the fight against SIMD.

**Fig. 8:**
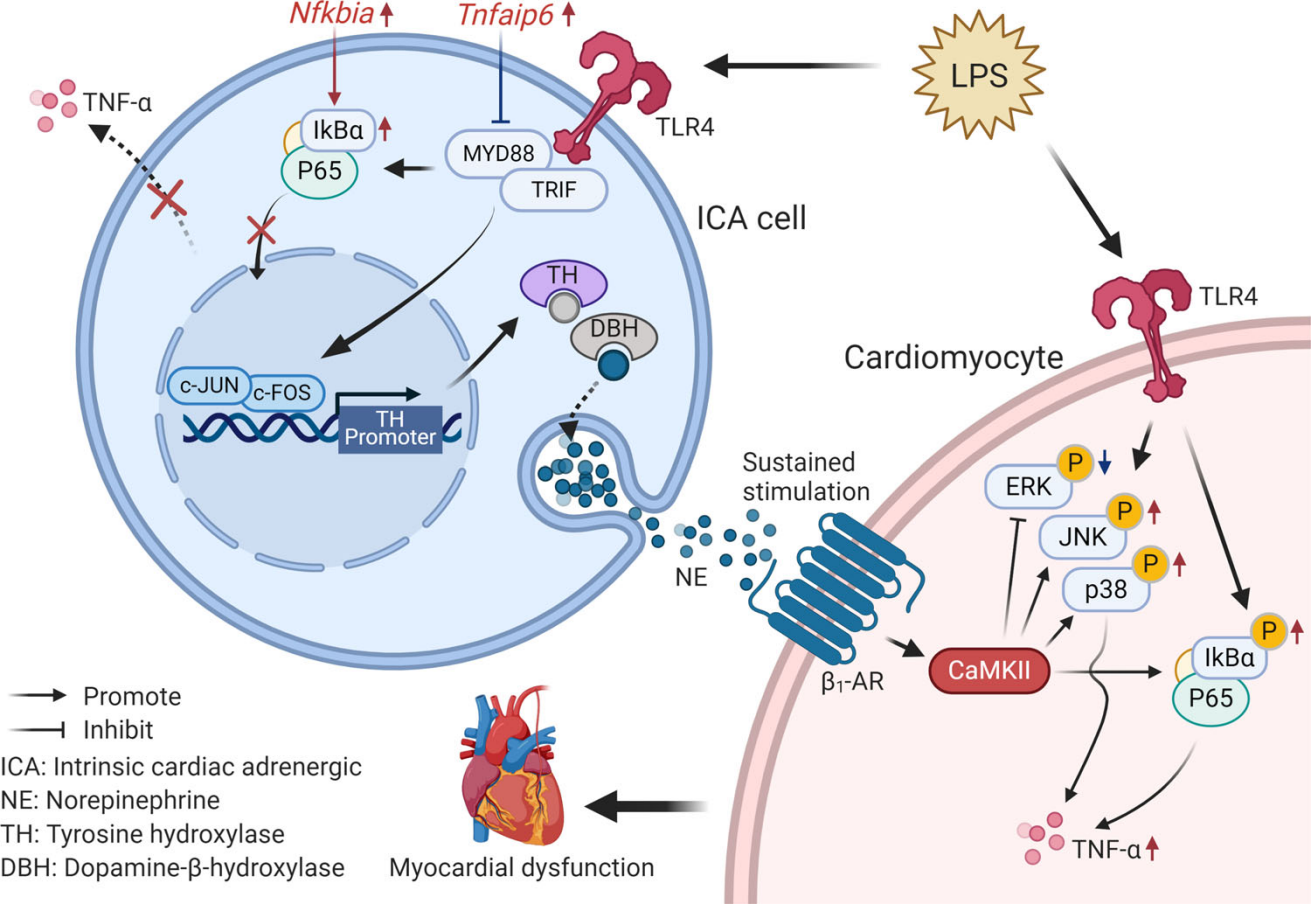
Schematic of ICA cell contribution to septic cardiomyopathy. ICA cell produces no TNF-α due to the elevated *Nfkbia* and *Tnfaip6* expression. Increased NE release by LPS-TLR4 signaling activates β1-AR-CaMKII signaling in cardiomyocytes to regulate NF-κB and mitogen-activated protein kinase pathways, subsequently aggravating myocardial TNF-α production and dysfunction.

## Methods

### Animals and cell line

The experiments with animals were conducted in compliance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health^59^ and approved by the Animal Care and Use Committee at Jinan University. Neonatal (1–3 days) and adult (8–10 weeks) Sprague-Dawley rats were obtained from the laboratory animal center of Southern Medical University (Guangzhou, China). TLR4-deficient mice (*Tlr4*^*Lps-del*^, strain: C57BL/10ScNJNju) were purchased from Nanjing Biomedical Research Institute of Nanjing University. For neonatal rats and mice, both male and female were used. For adult rats, male were used due to the impact of sex on septic cardiomyopathy^60^ and the differences in TNF-α levels and vascular reactivity of female following the administration of endotoxin^61^. HEK293/hTLR4-HA cells (InvivoGen) was a gift from Guang Yang (Jinan University).

### Inhibitors

α_1_-AR antagonist: Prazosin (Sigma-Aldrich#7791); α_2_-AR antagonist: Yohimbine (Sigma-Aldrich #Y3125); α_2A_-AR antagonist: BRL 44408 (Sigma-Aldrich #B4559); β_1_-AR antagonist: CGP20712A (Sigma-Aldrich #C231); β_2_-AR antagonist: ICI-118 551 (Sigma-Aldrich #I127); β_3_-AR antagonist: SR59230A (Sigma-Aldrich #S8688); TLR4 inhibitor: Viper peptide (Novus#NBP2-226244); CaMKII inhibitor: KN-93 Phosphate (Selleckchem #S7423); DBH inhibitor: Nepicastat (MCE MedChem Express#HY-13289); PKA Inhibitor: 14-22 Amide (Calbiochem® #476485).

### Isolation of primary NRVM and ICA cells

Co-culture of NRVM and ICA cells (NRVM ^ICA cell+^), NRVM without ICA cell (NRVM ^ICA cell−^) and ICA cells were isolated and purified using the published methods^24^. Briefly, the neonatal Sprague-Dawley rats (1–3 days) were deeply anesthetized by inhalation of CO_2_, and then the hearts were excised and transferred to pre-cold PBS. (1) NRVM ^ICA cell+^ isolation: the heart tissues were digested 5–6 times using 0.125% trypsin without EDTA (pH 7.30–7.40) to harvest NRVM ^ICA cell+^, and cultured in complete DMEM (10% FBS, 0.1 mM HEPES and 100U/ml Penicillin-Streptomycin) for downstream use (Fig. S1A). (2) NRVM ^ICA cell−^ purification using superparamagnetic iron oxide particles (SIOP) (BioMag#BM547): NRVM ^ICA cell+^ suspensions were centrifuged at 800 rpm, 4 °C for 7 min. The pellets were suspended in the pre-cold SIOP solution (40uL SIOP: 4 ml PBS), and then applied magnet (Life technologies™) to the side of the tube for 5-10 min to isolate NRVM ^ICA cell−^, which contained no ICA cells. The supernatant containing NRVM were centrifuged and the NRVM pellets were suspended in complete DMEM for culture. (3) ICA cell isolation: the SIOP binding ICA cells obtained from the last step were washed with ice-cold PBS, centrifuged, and suspended in complete DMEM for further use.

### Langendorff perfusion

Myocardial functions of the adult rats were measured using a Langendorff perfusion system as we described previously^62^. Briefly, the Sprague-Dawley rats (8–10 weeks) were heparinized (i.p. injection heparin, 2000 U) for 15 min, and then deeply anesthetized with isoflurane inhalation (3% isoflurane in 100% oxygen at a flow rate of 1 L/min) using a face mask. The hearts were isolated and the aortas were retrograde set up to a Langendorff perfusion apparatus (Radnoti Langendorff system#120102EZ) with a recirculating mode (volume of 50 mL) to perfuse at 10 mL/min with Krebs-Henseleit buffer (bubbled with 95% O_2_ and 5% CO_2_ gas mixture and maintained at 37 °C). Rat hearts were divided into groups of K-H buffer (control) or LPS (Sigma-Aldrich, #L2880, Escherichia coli, 055: B5, 1.5 µg/mL). The hearts were then perfused for 140 min with K-H buffer or LPS (1.5 µg/mL) using the recirculating mode, respectively. Perfusion fluid was collected at different time points, and heart tissues were harvested at the end of perfusion. In separate experiments, adult rat hearts were arranged into groups of K-H buffer (control), LPS or LPS + Nepicastat. After a 30-min equilibration perfusion in K-H buffer, a mixture of LPS (1.5 µg/mL) or/and Nepicastat (a selective DBH inhibitor^63^, 15 µg/mL) were perfused for 2 h. The physiological parameters of hearts were continuously recorded. The perfusate and left ventricular tissues were harvested for TNF-α and NE concentration determination as well as immunofluorescence staining (Fig. S1F).

### 10X genomics single-cell RNA-sequencing analysis

The strategy for single-cell RNA sequencing analysis of cardiac cells is shown in Fig. 5b. The neonatal Sprague-Dawley rats (1–3 days) were deeply anesthetized with CO_2_ and the hearts were excised and washed in cold PBS to remove the blood. Heart tissues were minced into ~1 mm^3^ masses and digested using 0.125% trypsin. (1) Cells were prepared using a modified Percoll gradient procedure described previously to enrich ICA cells^64^, of which details are described in Supplementary material. Immuno-staining of the cells was performed to examine the existence of ICA cells prior to single-cell RNA sequencing (Fig. S6A). (2) 10X genomics single-cell RNA sequencing: the cells were collected after treatment and analyzed to determine the viability of more than 90% by a cell count system. Individual samples were then loaded on the 10X Genomics Chromium System. Cells counted in the system were around 1.1–1.2 × 10^4^ per group (Fig. S6B). The libraries were prepared following 10X Genomics protocols and sequenced under standard procedure, followed by cell lysis and barcoded reverse transcription of RNA. The library construction and sequencing as well as computational analysis of data were performed at the Guangzhou Saliai Stem cell science and technology company. Single-cell gene expression was visualized in a two-dimensional projection with *t*-distributed stochastic neighbor embedding (t-SNE) map, in which all cells were grouped into 10 clusters (distinguished by their colors), and non-linear dimensional reduction was used (Fig. 5d)^65^. Analyses of batch effect correction and Differentially expressed genes (DEGs) were performed using the Seurat (version: 2.3.4) function, RunCCA and FindClusters; Resolution for granularity: 0.5; Differential expression test: Wilcoxon rank sum test; avg_logFC =  log(mean(group1)/mean(group2)); adjusted *p*_value: Bonferroni Correction; min.pct ≥10%; avg_logFC ≥ 0.1.

### Immunofluorescence staining

The immunofluorescence staining (IF) was performed according to our previous publication with minor modification^22^. Briefly, cells or tissue slices were fixed with 4% paraformaldehyde for 15 min followed by two washes with cold PBS and permeabilized with 0.25% Triton X-100 for 10 min. The specimens were then blocked at room temperature (RT) for 1 h and incubated with primary antibodies at 4 °C overnight. On the second day, the specimens were washed three times with cold PBS and then incubated in the dark with secondary antibodies at RT for 1 h, and then washed twice with cold PBS, followed by counterstaining with DAPI solution in the dark at RT for 10 min. The specimens were observed using a laser-scanning confocal microscope (Leica TCS SP8 X). Details of buffer preparation and antibody dilution are listed in Table S2.

### ELISA, Western blotting, and Quantitative RT-PCR assay

NE and TNF-α concentration in heart tissues, perfusate, and cell supernatants were determined using the NE research enzyme-linked immunosorbent assay (ELISA) kit (ALPCO#17-NORHU-E01-RES) and the TNF-α Quantikine ELISA kit (R&D System#RTA00), respectively. The western blotting assays of proteins were performed using standard protocol^22^. Antibodies for western blotting assays are available in the Supplementary Methods. Quantitative RT-PCR assay of relative mRNA expression was analyzed using standard real-time PCR protocol according to TAKARA qPCR kits. In brief, total RNA was reverse transcribed using a PrimeScript^TM^ RT Reagent Kit (TAKARA#RR047A). Real-time PCR were performed with the SYBR Premix Ex Taq II (TAKARA#RR820A) in a LightCycler480 real-time PCR system. Primer sequences for genes are shown in Table S3.

### Plasmids, molecular cloning, and reporter analysis

The pGL3-Basic Luciferase Reporter vector (Promega), pcDNA3.1 plasmid, plasmids encoding human TRIF and MyD88, RLTK-Luci, and AP-1-Luci reporters were a gift from Fuping You (Peking University)^66,67^. For reporter assays, a recombinant pGL3-Rat-TH-Luci reporter was designed and cloned (Fig. S4B–D), and then verified by sequencing the relevant region (Supplementary Data 2, Fig. S4E, F). The EGFP plasmid was used as transfection efficiency control (Fig. S4G). HEK293/hTLR4-HA cells seeded in 24-well plates were transfected with 50 ng of the luciferase reporter together with a total of 300 ng various expression plasmids or control plasmids. Quantification of dual-luciferase activity was performed using a GALEN dual-luciferase assay kit (GALEN#GN201).

### RNA interference

RNA interference was designed to disrupt AP-1 binding in the rat TH promoter region (Fig. S5A–C). c-Jun siRNA, c-Fos siRNA (Sequences refer to Table S4), and control siRNA transfection were processed using Lipofectamine^®^3000 Reagent (Invitrogen™#L3000001) and Opti-MEM (Gibco#31985-070) under a standard protocol.

### Isolation of rat peritoneal macrophages

Rat peritoneal macrophages were isolated using a published method^68^. Adult rats (250–300 g) were euthanized with CO_2_ plus cervical dislocation, and then the abdomen was soaked with 70% alcohol followed by making a small incision along the midline. 10 ml of DMEM were injected into each rat peritoneal cavity and gently massaged. About ~8 ml of fluid was aspirated from the peritoneum per rat. The peritoneal cells were collected by centrifuging for 10 min, 400 × *g* at 4 °C, and cultured for downstream use.

### Statistics and reproducibility

All data were analyzed for statistical significance with SPSS 13.0 software (SPSS Inc., Chicago, IL, USA). Two-tailed independent Student’s *t-test* was used for two groups comparison. More than two groups were compared using one-way analysis of variance (ANOVA) followed by Bonferroni multiple comparison test for normally distributed and equal variance data, or nonparametric Kruskal–Wallis test and Dunn’s method of comparison for non-normal distributions. Data are presented as mean ± SEM, where *n* is the number of animals. *P* < 0.05 was considered statistically significant. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001. Statistical details, including sample sizes and experiment repeats, are reported in the figures and figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The data generated in this study are included in the paper and Supplementary files, and available from the corresponding author upon reasonable request. The single-cell RNA-seq data have been deposited in GEO (GSE189964). The uncropped gel and images for western blots are provided in the Supplementary Information. The source data behind all graphs and charts in the main manuscript are included in the Supplementary Data 1 file. The sequence of the recombinant pGL3-Rat-TH-Luci reporter plasmid is in the Supplementary Data 2 file.

# Supplementary material for: Intrinsic cardiac adrenergic cells contribute to LPS-induced myocardial dysfunction
**Source:** Commun Biol. 2022 Jan 25;5:96. doi: 10.1038/s42003-022-03007-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Title page**

**Supplementary Information**

**Intrinsic cardiac adrenergic cells contribute to LPS-induced myocardial dysfunction**

Duomeng Yang<sup>1,#</sup>, Xiaomeng Dai<sup>1,#</sup>, Yun Xing<sup>1,#</sup>, Xiangxu Tang<sup>1</sup>, Guang Yang<sup>2</sup>, Andrew G. Harrison<sup>3</sup>, Jason Cahoon<sup>3</sup>, Hongmei Li<sup>1</sup>, Xiuxiu Lv<sup>1</sup>, Xiaohui Yu<sup>1</sup>, Penghua Wang<sup>3</sup>, Huadong Wang<sup>1\*</sup>

<sup>#</sup>These authors contributed equally

Running title: ICA cell facilitates septic cardiomyopathy

# 1. Supplementary figures/Tables

## 1.1 Supplementary figures

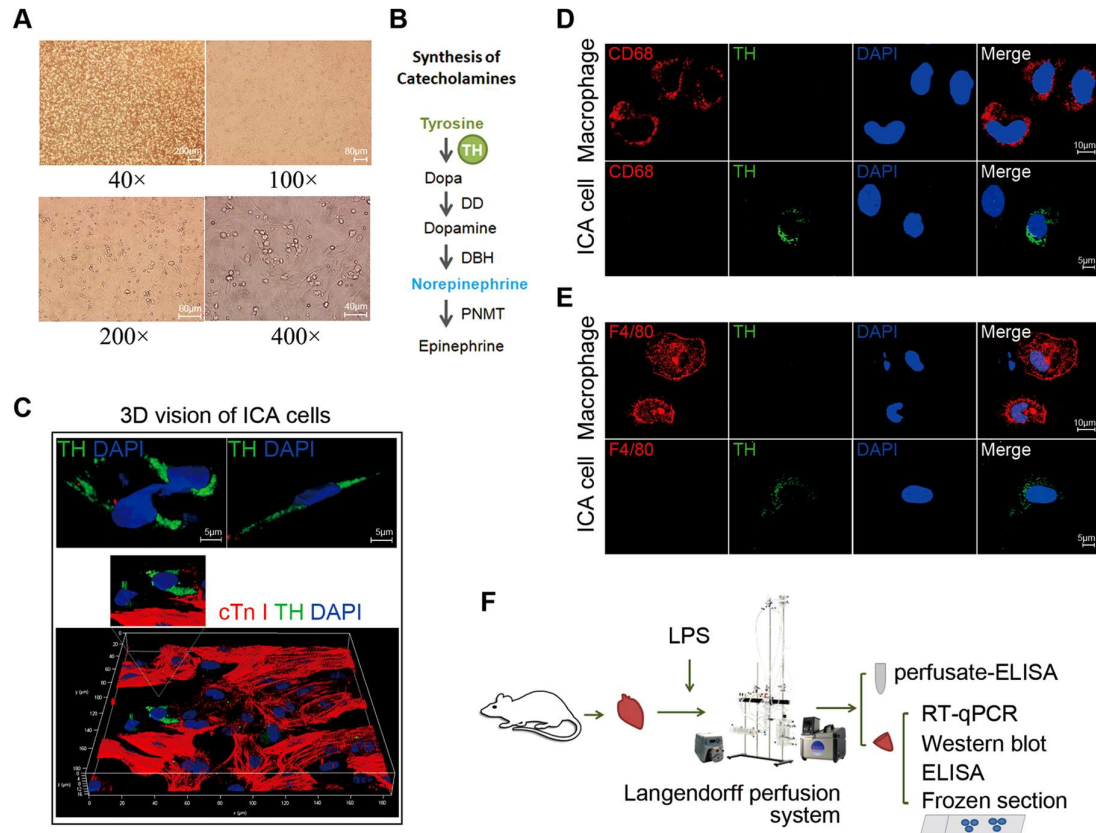

**Fig. S1 ICA cells in primary neonatal rat cardiomyocyte culture and adult rat hearts.** (A)

Primary co-cultured ICA cell-NRVM (NRVM <sup>ICA+</sup>) isolated using traditional enzymatic method. Cells are from  $n=6$  neonatal rats. (B) Catecholamine biosynthetic pathway. TH, tyrosine hydroxylase; DD, DOPA decarboxylase; DBH, dopamine  $\beta$ -hydroxylase; PNMT, phenylethanolamine N-methyltransferase. (C) 3D vision of ICA cells. Cardiac troponin I (cTn I): cardiomyocytes, red; TH: ICA cells, green; DAPI: nuclei, blue. Cells are from  $n=6$  neonatal rats. (D and E) ICA cells and macrophages, CD68 and F4/80: macrophages, red; TH: ICA cells, green. ICA cells are from  $n=6$  neonatal rats. Peritoneal macrophages are from  $n=2$  adults rats. (F) Langendorff perfusion system for isolated adult rat hearts.

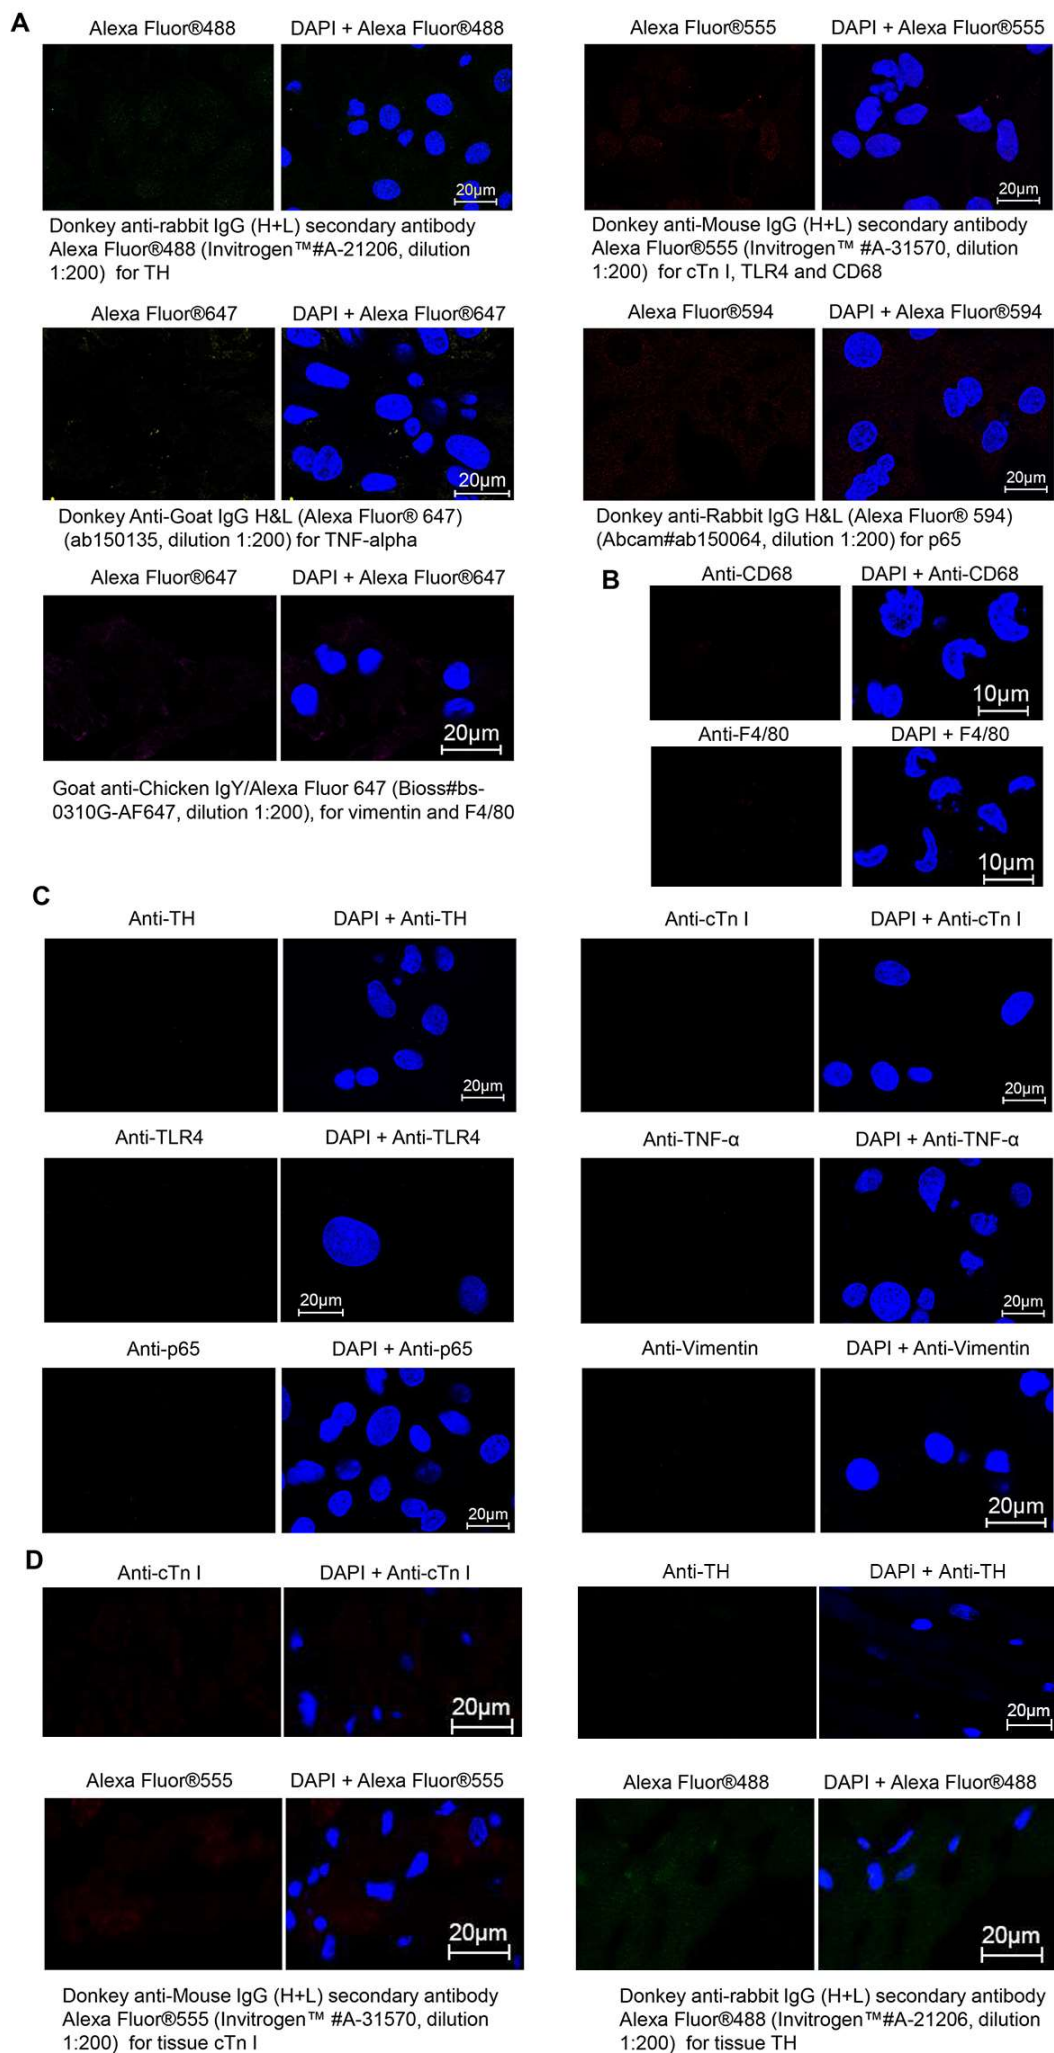

**Fig. S2 Negative controls of immunofluorescent staining.** (A) Negative controls without primary antibodies in primary cell staining. (B) Negative controls without secondary antibodies in macrophage staining. (C) Negative controls without secondary antibodies in primary cell staining. (D) Negative controls without primary or secondary antibodies in tissue slice staining. Cells are from  $n=6$  neonatal rats.

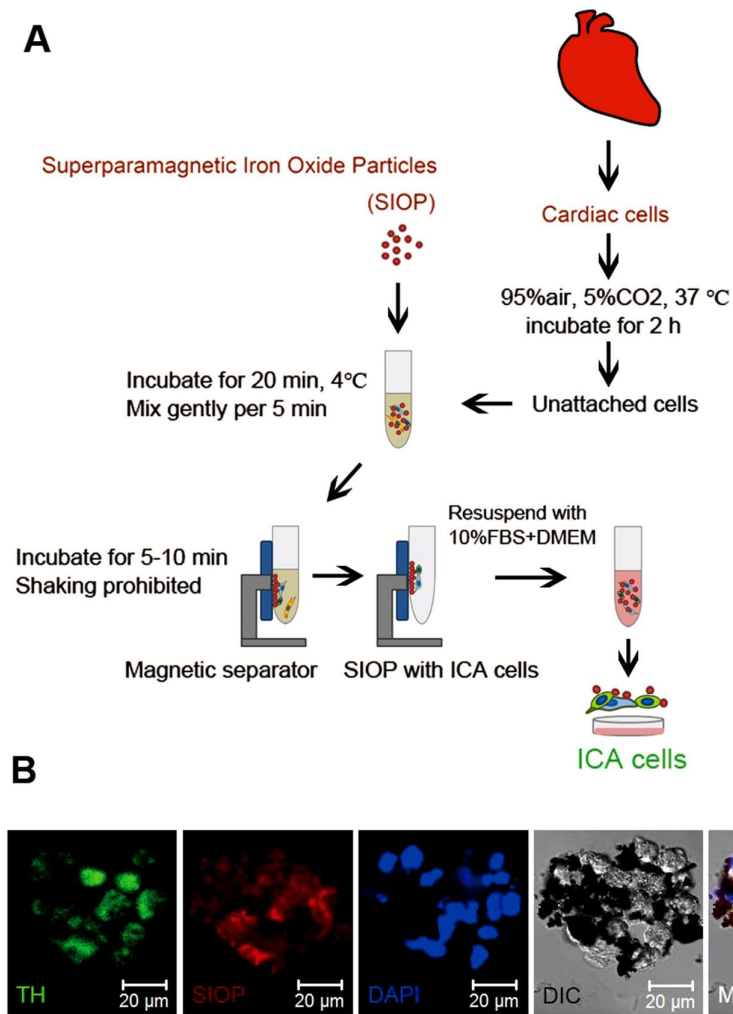

**Fig. S3 Procedure of ICA cell isolation using superparamagnetic iron oxide particles (SIOP).** (A) Schematic procedure of ICA cell isolation using SIOP. (B) Immuno-staining of ICA cells binding to SIOP. Cells are from  $n=12$  neonatal rats.

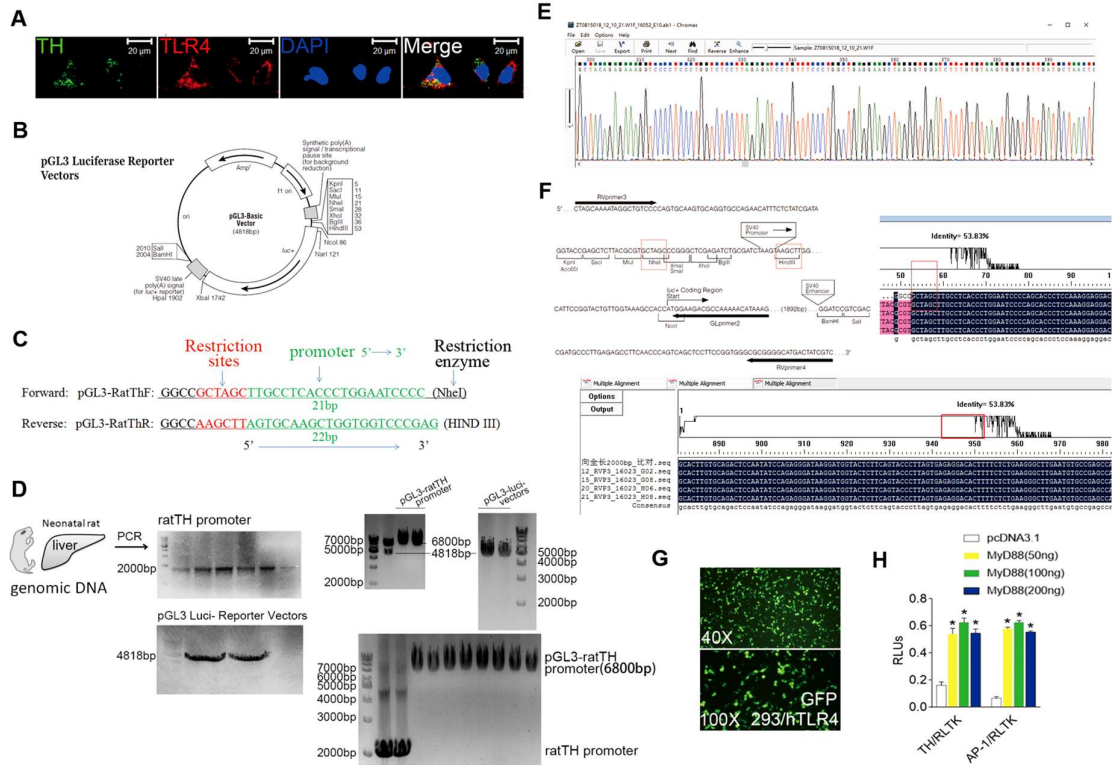

**Fig. S4 TLR4 expression on ICA cells and recombination of pGL3-luc- rat TH promoter.**

(A) Immuno-staining of TLR4 expressed on ICA cells purified using SIOP. TLR4: toll-like receptor 4, red; TH: ICA cells, green; DAPI: nuclei, blue. ICA cells are from  $n=12$  neonatal rats. (B) pGL3-Basic luciferase reporter Vector. (C) Design of rat TH promoter primers. (D) Cloning of pGL3-luc- rat TH promoter (6800bp). The liver tissue was from a neonatal rat. (E and F) Sequence of the pGL3-luc- rat TH promoter. (G) EGFP expression as a positive control 24 h after plasmid transfection.  $n=3$  independent experiments, cell density= $3 \times 10^5$  cells/mL. (H) TH-luc expression relative to RLTK stimulated by different dose of MyD88.  $N=3$  independent experiments, cell density= $3 \times 10^5$  cells/mL. Data are presented as mean  $\pm$  S.E.M. and analyzed using one-way ANOVA and Bonferroni multiple comparison test,  $*P<0.05$ .

**A****Transcription factor binding sites in the rat TH promoter**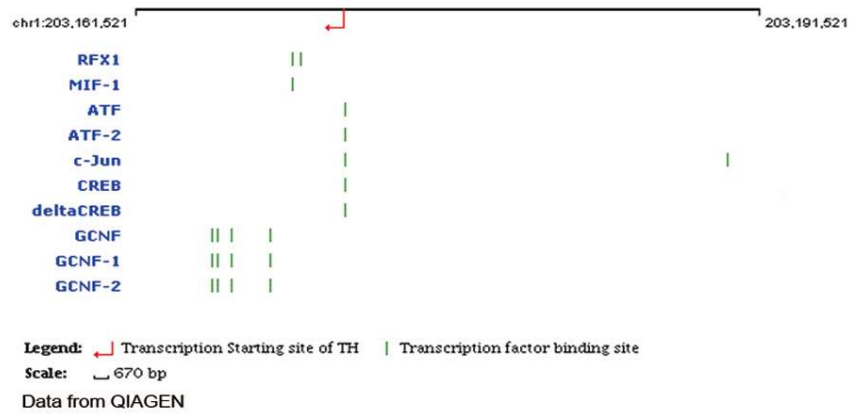**B**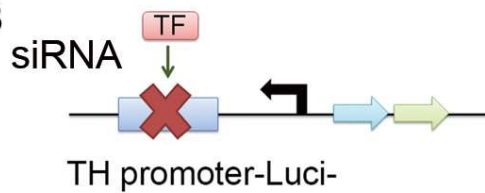**C**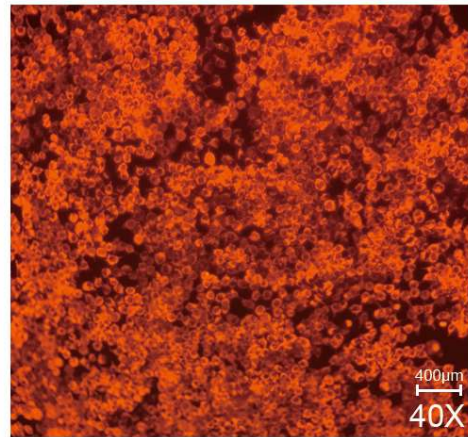

**Fig. S5 Strategy for determining transcription factors mediating TLR4 activation of TH promoter.** (A) Transcription factor binding sites in the rat TH promoter. (B) siRNA strategy designed to disrupt activation of TH promoter. (C) Fluorescence of Cy3-control siRNA 24 h after transfection into 293/hTLR4 cells.  $n=3$  independent experiments, cell density= $3 \times 10^5$  cells/mL.

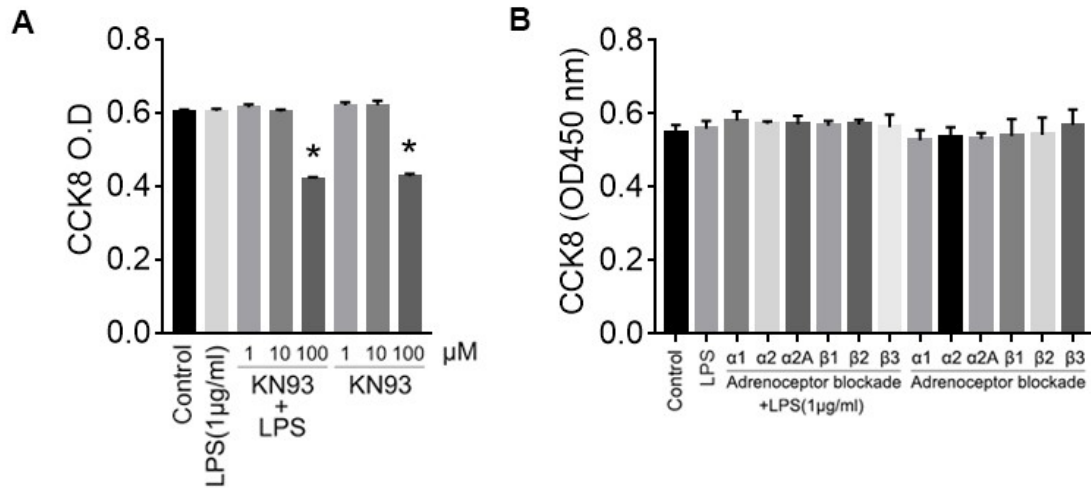

**Fig. S7** CCK-8 assay of NRVM <sup>ICA cell+</sup> treated by KN93 or different adrenoceptor blockers.

(A) CCK8 assay of NRVM <sup>ICA cell+</sup> treated by KN93 for 30 min prior to LPS administration.

Data were performed in  $n=3$  independent experiments with 5 biological replicates. (B) CCK8

assay of NRVM <sup>ICA cell+</sup> treated with different adrenoceptor blockers for 30 min prior to LPS

administration. Data were from  $n=3$  independent experiments. Data are presented as mean  $\pm$

S.E.M. and analyzed using one-way ANOVA and Bonferroni multiple comparison test,

\* $P<0.05$ .

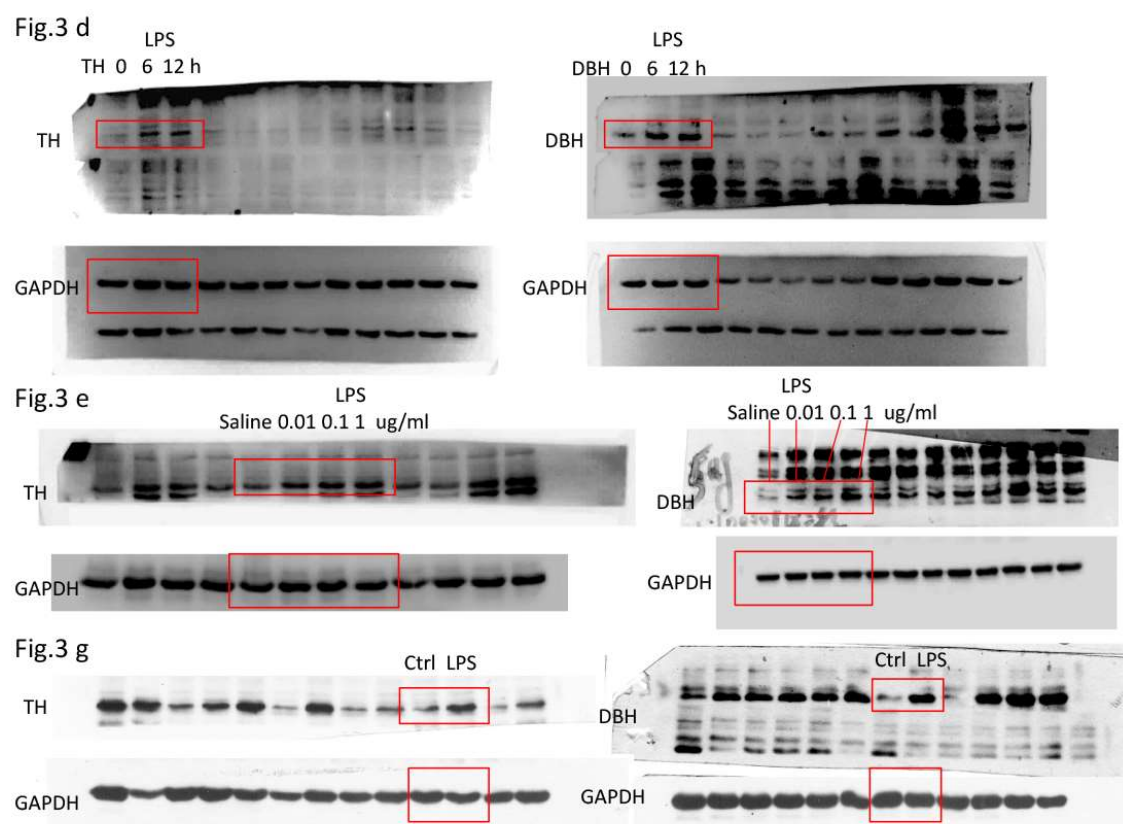

**Fig. S8 Uncropped blots of Fig. 3**

Fig.4 c

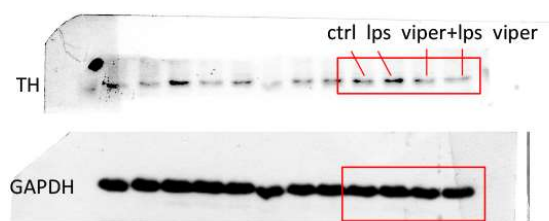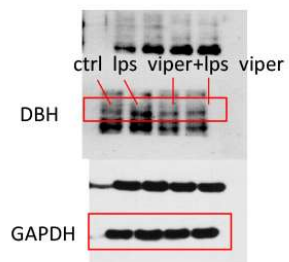

Fig.4 i

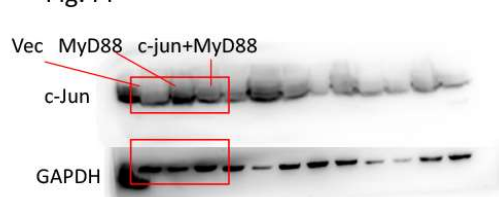

Fig.4 d

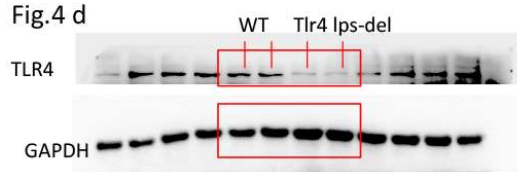

Fig.4 f

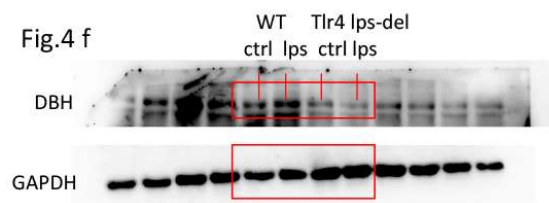

Vec MyD88 c-fos+MyD88

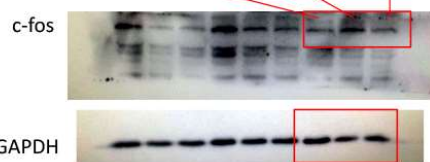

Fig. S9 Uncropped blots of Fig. 4

Fig.6 b

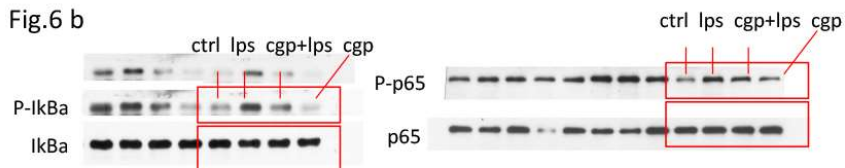

Fig.6 c

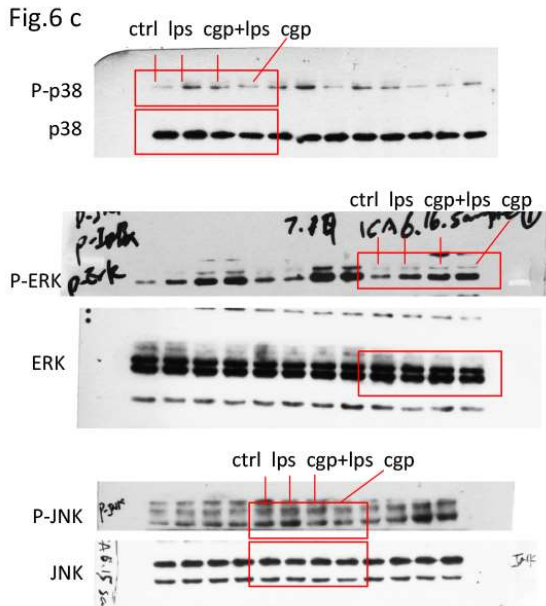

Fig.6 d

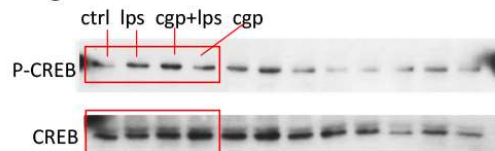

Fig.6 e

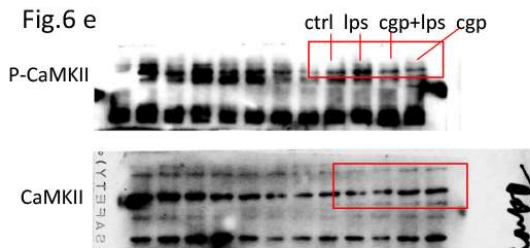

Fig.6 g

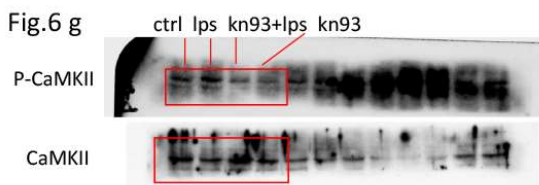

Fig.6 h

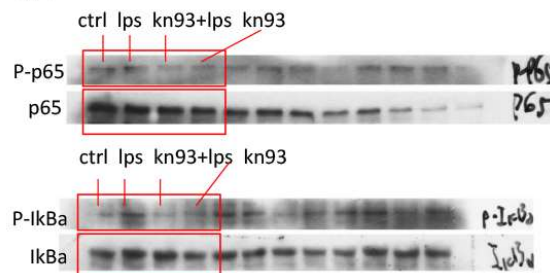

Fig.6 i

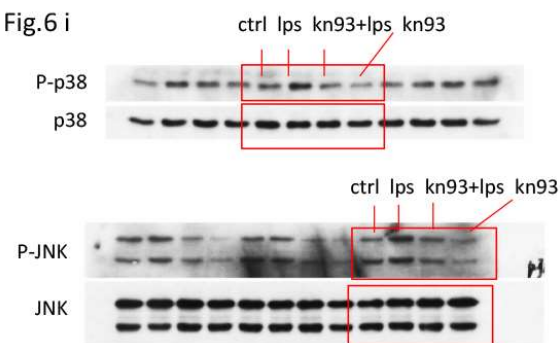

Fig.6 j

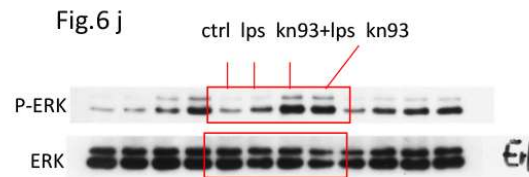

Fig. S10 Uncropped blots of Fig. 6

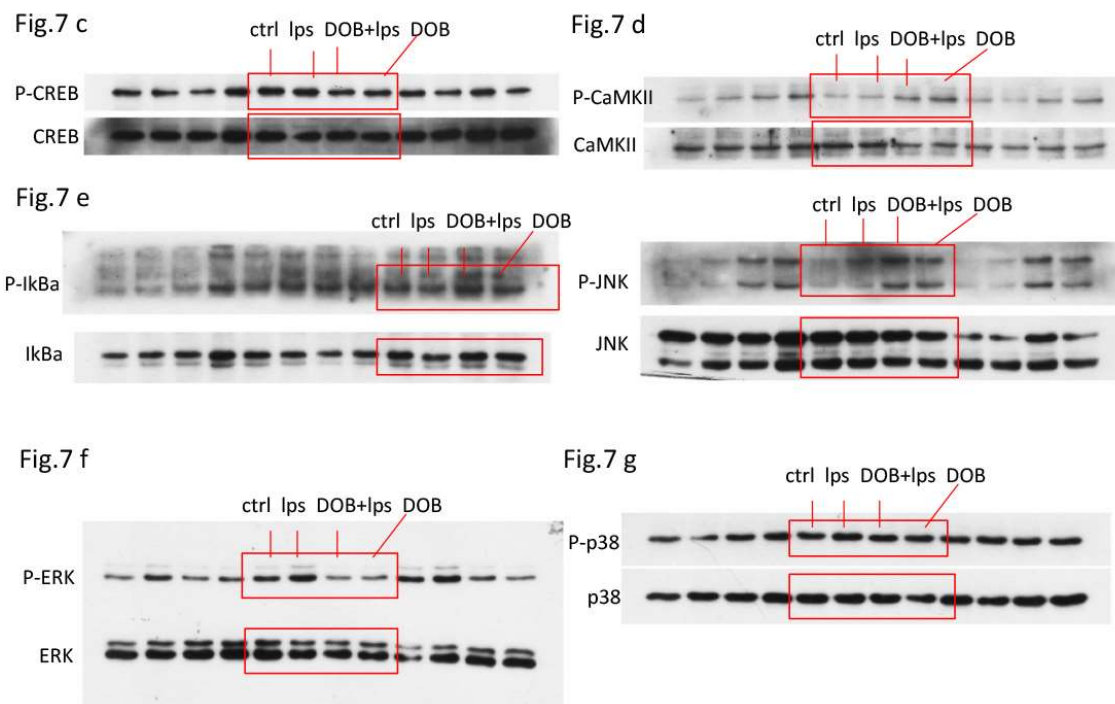

**Fig. S11 Uncropped blots of Fig. 7**

1.2 Supplementary Tables

Table S1

| Preparation of discontinuous Percoll gradients solution |                             |                       |              |                      |
|---------------------------------------------------------|-----------------------------|-----------------------|--------------|----------------------|
| Percoll solution                                        | 12.5×Density<br>buffer (mL) | Sterile water<br>(mL) | Percoll (mL) | Final volume<br>(mL) |
| Low density                                             |                             |                       |              |                      |
| (1.060 g/mL)                                            | 1.04                        | 6.64                  | 5.32         | 13 mL                |
| High density                                            |                             |                       |              |                      |
| (1.086 g/mL)                                            | 1.04                        | 4.02                  | 7.94         | 13 mL                |

Table S2

## Preparation of buffer solution and antibody dilution for IF

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Blocking buffer                   | 1% BSA, 10% donkey serum, 0.3M Glycine and 0.25% Triton X-100 in PBS                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Antibody and DAPI dilution buffer | 1% BSA, 0.3M Glycine and 0.25% Triton X-100 in PBS                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Antibody dilution                 | <p>Anti-Tyrosine Hydroxylase antibody (MerckMillipore#AB152, dilution 1:200);</p> <p>Anti-Vimentin antibody (Abcam#ab24525, dilution 1:200);</p> <p>Anti-TLR4 antibody (Abcam#ab22048, dilution 1:200)</p> <p>Anti-Cardiac Troponin I antibody (Abcam#ab10231, dilution 1:200);</p> <p>Anti-Rat TNF-alpha Antibody (R&amp;D#AF-510-NA, dilution 1:200)</p> <p>Anti-CD68 antibody (Abcam#ab201340, dilution 1:200);</p> <p>Anti-F4/80 antibody (Abcam#ab186073, dilution 1:200);</p> <p>Donkey anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody Alexa Fluor®488 (Invitrogen™#A-21206, dilution 1:200);</p> <p>Goat anti-Chicken IgY/Alexa Fluor 647 (Bioss#bs-0310G-AF647, dilution 1:200); Donkey anti-Mouse IgG (H+L) highly cross-adsorbed Alexa Fluor®555 (Invitrogen™ #A-31570, dilution 1:200);</p> <p>Donkey anti-Rabbit IgG H&amp;L (Alexa Fluor® 594) preadsorbed (Abcam#ab150064, dilution 1:200); Donkey Anti-Goat IgG H&amp;L (Alexa Fluor® 647) (ab150135, dilution 1:200);</p> |

Table S3

## Primer sequences for RT-qPCR assays

| mRNA  | Primer         | Sequences (5'--3')     |
|-------|----------------|------------------------|
| TH    | Forward primer | GTCTCAGAGCAGGATGCCAAG  |
|       | Reverse primer | AGAACAGCATTCCCATCCCT   |
| DBH   | Forward primer | CTGGTGTACACGCCCTTGAT   |
|       | Reverse primer | AGGCAAAGATGCGGATTCCA   |
| GAPDH | Forward primer | GGCACAGTCAAGGCTGAGAATG |
|       | Reverse primer | ATGGTGGTGAAGACGCCAGTA  |

Table S4

|             |                                             |
|-------------|---------------------------------------------|
| c-Jun siRNA | stB0003638A, sequence: CCAACATGCTCAGGGAACA; |
|             | stB0003638B, sequence: GGGTGCCAACTCATGCTAA; |
|             | stB0003638C, sequence: TGGAGCGCCTGATAATCCA; |
| c-Fos siRNA | stB0003606A, sequence: GGGATAGCCTCTCTTACTA; |
|             | stB0003606B, sequence: CCTGCAAGATCCCTGATGA; |
|             | stB0003606C, sequence: GACCTATCTGGGTCCTTCT  |

## **2. Supplementary Methods**

### **2.1 Animals and cells**

All experiments with animals were conducted in compliance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health and approved by the Animal Care and Use Committee at Jinan University (LAECJU20180225016). For Langendorff perfusion, the rats were deeply anaesthetized with isoflurane (3% isoflurane in 100% oxygen at a flow rate of 1 L/min) using a face mask. For primary neonatal cardiomyocyte isolation and peritoneal macrophage isolation, the rats were euthanized with carbon dioxide (CO<sub>2</sub>) plus cervical dislocation.

The neonatal (1-3 days old) and adult (6-8 weeks) Sprague-Dawley rats were obtained from the laboratory animal center of Southern Medical University (Guangzhou, China). The TLR4-deficient mice (*Tlr4<sup>Lps-del</sup>*, strain: C57BL/10ScNJNju) were purchased from Nanjing Biomedical Research Institute of Nanjing University. Neonatal rat ventricular myocyte (NRVM). ICA cells and peritoneal macrophages were primarily isolated from rats or mice. For neonatal rats and mice, all male and female were used, for adult rats, male were used due to the impact of sex on septic cardiomyopathy<sup>1</sup> and the differences in TNF- $\alpha$  levels as well as vascular reactivity of female following the administration of endotoxin.<sup>2</sup> 293/hTLR4-HA cells (InvivoGen#293-hTLR4ha) were a gift from Guang Yang (Jinan University) and designed for studying the stimulation of hTLR4. All of the cell culture plates and dishes were purchased from BIOFIL® (Guangzhou, China).

### **2.2 Inhibitors**

TLR4 inhibitor: VIPER Peptide (Novus#NBP2-226244);  $\alpha_1$ -AR antagonist: Prazosin (Merck

Sigma-Aldrich#7791);  $\alpha_2$ -AR antagonist: Yohimbine (Merck Sigma-Aldrich #Y3125);  $\alpha_{2A}$ -AR antagonist: BRL 44408 (Merck Sigma-Aldrich #B4559);  $\beta_1$ -AR antagonist: CGP20712A (Merck Sigma-Aldrich #C231);  $\beta_2$ -AR antagonist: ICI-118 551 (Merck Sigma-Aldrich #I127);  $\beta_3$ -AR antagonist: SR59230A (Merck Sigma-Aldrich #S8688); CaMKII inhibitor: KN-93 Phosphate (Selleckchem #S7423); PKA Inhibitor 14-22 Amide (MerckMillipore Calbiochem®#476485); Dopamine- $\beta$ -hydroxylase (DBH) inhibitor: Nopicastat (MCE MedChem Express#HY-13289)

### **2.3 Isolation of Primary neonatal rat ventricular myocytes (NRVM) and ICA cells**

Co-cultured ICA cell-NRVM (NRVM <sup>ICA+</sup>), NRVM without ICA cells (NRVM <sup>ICA-</sup>) and ICA cells were isolated and purified using the previously published method.<sup>3</sup> The neonatal Sprague-Dawley rats (1-3 days) were deeply anesthetized with carbon dioxide (CO<sub>2</sub>) and sacrificed by cervical dislocation, and then the hearts were excised and transferred to pre-cold PBS (HyClone<sup>TM</sup>#SH30256.01). The whole procedure was performed in three steps:

#### **1) NRVM <sup>ICA+</sup> isolation procedure**

The excised hearts from neonatal rats were put in cold PBS and washed 3 times to remove the blood. Cut one third from apex of the heart, these ventricular tissues were put into a new dish and washed again. Then the tissues were minced into approximately 1mm<sup>3</sup> masses which were subsequently put in the 0.125% trypsin buffer without EDTA and phenol red (Gibco®#15090046, pH7.30-7.40). Suspended the tissue pieces and performed digestion in a 37°C water bath with magnetic stirring for 7 minutes at low speed (<100 rpm). The supernatant of this first digestion was discarded, and then re-add 0.125% trypsin buffer to repeat this digestion process. Collected the digestion supernatant, added equal volume of

DMEM (HyClone™#SH30243.01) with 10% FBS (BOVOGEN#SFBS-AU) and mixed softly to stop enzymatic digestion. 5-6 repeats of this digestion step until few residual light-color tissues left and digestion supernatants contained cardiac cells were collected in each repeat. The supernatants were centrifuged at 4°C, 800 rpm for 7 minutes. The cell pellets were resuspended softly with 5ml DMEM and washed one more time. Finally, softly suspended cell pellets with 6ml complete DMEM [DMEM with 10% FBS, 0.1mM HEPES (Sigma-Aldrich#V900477) and 100U/ml Penicillin-Streptomycin (HyClone™#SV30010)] and then filtered through a 70µm cell strainer into a 25cm<sup>2</sup> cell culture flask (for less than 20 neonatal rats). The cells were then incubated in 95% air and 5% CO<sub>2</sub> at 37°C for 2h to remove most non-cardiomyocytes including macrophages. After this 2-hour differential attachment, collected supernatants containing unattached cardiac cells in a new 50ml centrifuge tube and mixed the cells suspension softly. These cardiac cells contained certain amount of ICA cells were considered as co-cultured ICA cell-NRVM (NRVM<sup>ICA+</sup>). NRVM<sup>ICA+</sup> were plated and cultured for an appropriate length of time, and then used for experiments (*Figure S1A*).

## **2) NRVM<sup>ICA-</sup> purification using Superparamagnetic iron oxide particles (SIOP)**

NRVM<sup>ICA-</sup> was purified from fresh NRVM<sup>ICA+</sup> by SIOP (BioMag#BM547). NRVM<sup>ICA+</sup> suspensions were pipette into a 15ml centrifuge tube followed by centrifuging at 800 rpm for 7 min at 4°C. Discarded supernatants, the cell pellets were resuspended in pre-cold label-free SIOP solution which was diluted with the ratio of 40uL SIOP: 4ml PBS, and then incubated at 4°C for 20 min with gentle mixing every five minutes. After incubating, a magnetic separator (Life technologies™) was used. Applied magnet to side of tubes containing cells

and SIOP mixture standing for 5-10 minutes until the SIOP were totally stuck to the side of tube and supernatants were clear. The supernatant was carefully transferred into another 15 ml tube by pipette and centrifuged at 4°C, 800 rpm for 7 minutes. Discarded supernatant, the cell pellets were resuspended in certain volume of culture medium. These cells were NRVM<sup>ICA-</sup> of which purity was enriched up to more than 93%, and importantly contained no ICA cells during culture.<sup>3</sup> NRVM<sup>ICA-</sup> were then plated and cultured for an appropriate length of time for further experiments

### **3) ICA cells isolation**

A schematic procedure of the methodology for ICA cell isolation is shown in *Figure S3*. The particles in the tube contained SIOP binding ICA cells taken from step (2) were washed with ice-cold PBS and suspended in complete DMEM. This ICA cell suspension was collected in certain volume and cultured for further use.

### **2.4 Langendorff perfusion**

Myocardial functions of adult rats were measured using a Langendorff perfusion system as we previously described.<sup>4</sup> Briefly, the Sprague-Dawley rats (8-10 weeks, 250-300 g) were heparinized (i.p. injection heparin, 2000 U) for 15 min, and then deeply anesthetized with isoflurane inhalation (3% isoflurane in 100% oxygen at a flow rate of 1 L/min). The hearts were isolated, and then the aortas were retrograde set up to a Langendorff perfusion apparatus (Radnoti Langendorff system#120102EZ) to perfuse at 10 mL/min with Krebs-Henseleit buffer containing (in mM) 118 NaCl, 4.7 KCl, 25 NaHCO<sub>3</sub>, 1.2 KH<sub>2</sub>PO<sub>4</sub>, 1.2 MgSO<sub>4</sub>, 2.5 CaCl<sub>2</sub> and 11 glucoses (bubbled with 95% O<sub>2</sub> and 5% CO<sub>2</sub> gas mixture and maintained at 37 °C). A balloon was inserted into the LV chamber through the mitral valve with an incision

in the left atrium and connected to a pressure transducer for the continuous measurement of left ventricular (LV) pressure. The LV balloon volume was adjusted to approximately 10 mmHg of the LV end-diastolic pressure for stabilization, and the left ventricular developed pressure and the maximum rates of positive and negative changes in the LV pressure ( $\pm dP/dt$ ) were calculated using a biological signal acquisition and processing system (Tai Meng#BL-420F).

Adult rat hearts were divided into two groups: K-H buffer as control and LPS (Sigma-Aldrich, #L2880, Escherichia coli, 055:B5, 1.5  $\mu\text{g/mL}$ ). The hearts were set up to the Langendorff system with a recirculating mode with K-H buffer (total volume, 50 mL), and then performed with a 140 min perfusion of K-H buffer and LPS (1.5  $\mu\text{g/mL}$ ), respectively. The perfusion fluid was collected at different time points, and left ventricular tissues were harvested at the end of perfusion for mRNA and protein expression determination. In separate experiments, adult rat hearts were arranged into groups of K-H buffer as control, LPS and LPS+Nepicastat, and placed on the Langendorff apparatus with perfusing in a recirculating mode with Krebs-Henseleit buffer (total volume, 50 mL). After a 30-min equilibration period, LPS (1.5  $\mu\text{g/mL}$ ) or/and Nepicastat (a selective DBH inhibitor,<sup>5</sup> 15  $\mu\text{g/mL}$ , MCE MedChem Express #HY-13289) mixed in the K-H buffer were perfused for 2 h. The above physiological parameters of hearts were recorded, and the perfusate and left ventricular tissues were harvested for TNF- $\alpha$  and NE concentration determination as well as Immunofluorescence staining (*Figure S1F*).

## **2.5 Isolation of peritoneal macrophages from rats**

Rat peritoneal macrophages were isolated using previously methods with minor

modification.<sup>6</sup> Adult rats (8-10 weeks, 250-300 g) were euthanized with carbon dioxide (CO<sub>2</sub>) plus cervical dislocation. The abdomen was soaked with 70% alcohol and then made a small incision along the midline with sterile scissors. 10 ml of DMEM were injected into each rat abdomen and gently massaged. A syringe with needle was used to aspirate fluid from peritoneum. About ~8 ml fluid recovery per rat were expected. The peritoneal cells were collected by centrifuging for 10 min, 400×g at 4°C. Supernatants were discarded and cell pellets were resuspended in cold DMEM by gently pipetting up and down. The cell density was then adjusted in DMEM for further use.

## **2.6 Single-cell RNA-sequencing analysis**

The strategy for single-cell RNA sequencing analysis of cardiac cells is shown in *Figure 5B*.

### **(1) Cell preparation using Percoll®**

Cells for Single-cell RNA sequencing were prepared using modified Percoll gradient procedure described by others previously to enrich ICA cells.<sup>7</sup> Percoll density gradient buffer (12.5×) was prepared: NaCl 8.47 g, HEPES 5.96 g, NaH<sub>2</sub>PO<sub>4</sub> 0.17 g, glucose 1.24 g, KCl 0.5 g, MgSO<sub>4</sub> 0.25, dissolved in a final volume of 100 mL of deionized water, pH to 7.4 and filter sterilize. Discontinuous Percoll gradients were prepared as description in *Table S1*.

The neonatal Sprague-Dawley rats (1-3 days) were deeply anesthetized with carbon dioxide (CO<sub>2</sub>) and sacrificed by cervical dislocation. The hearts were excised and put into cold PBS, washed 3 times to remove the blood. Cut one third from apex of the heart, these ventricular tissues were minced into approximately 1mm<sup>3</sup> masses and digested using 0.125% trypsin. After getting single cardiac cell suspension from digestion, created a two-layer density gradient by carefully layering 3 mL of the low-density Percoll solution (1.060 g/mL)

on the top of 3 mL of the high-density Percoll solution (1.086 g/mL) to form a discontinuous gradient. The cell suspension (2 mL) is then layered on the top of the 1.060 g/mL Percoll solution. Centrifuged at  $1800 \times g$  for 45 min, at room temperature, the non-NRVMs (including cardiac fibroblasts, immature cardiomyocytes, ICA cells, some cardiomyocytes, macrophages and other cells) were located at the upper low-density gradients. The Percoll band containing non-NRVMs were harvested using a transfer pipet, and then added medium to make a final volume of 10 mL. Centrifuged ( $1800 \times g$ , 10 min, 25 °C), and 5 mL of medium was added to resuspended the cell pellets. Cells were counted, plated, cultured and treated with LPS or saline (control). Prior to 10X genomics single-cell RNA sequencing, the cells obtained from Percoll procedure were made immuno-staining to make sure the existence of enriched ICA cells (*Figure S6A*).

## (2) 10X genomics single-cell RNA sequencing

After treatment, cells were digested by 0.125% trypsin with EDTA and collected in complete DMEM. The cell viability was up to more than 90% determined by a cell count system. Individual samples were loaded on 10X Genomics Chromium System. Cells counted in system were around  $1.1 \sim 1.2 \times 10^4$  per group (*Figure S6B*). Libraries were prepared following 10X Genomics protocols and sequenced under standard procedure, followed by cell lysis and barcoded reverse transcription of RNA. The library construction and sequencing as well as computational analysis of data were performed at the Guangzhou Salia Stem cell science and technology company. Single-cell gene expression was visualized in a two-dimensional projection with t-SNE, where each cell is grouped into one of the 10 clusters (distinguished by their colours), and non-linear dimensional reduction is used (*Figure 5D*).<sup>8</sup> Analysis of

batch effect correction and Differentially expressed genes (DEGs) were performed using the Seurat (version: 2.3.4) function RunCCA and FindClusters; Resolution for granularity: 0.5; Differential expression test: Wilcoxon rank sum test;  $\text{avg\_logFC} = \log(\text{mean}(\text{group1}) / \text{mean}(\text{group2}))$ ; adjusted p\_value: Bonferroni Correction;  $\text{min.pct} \geq 10\%$ ;  $\text{avg\_logFC} \geq 0.1$ .

## **2.7 Immunofluorescence staining**

We performed immunofluorescence staining (IF) according to our previous publication <sup>9</sup> with minor modification. Briefly, cells were cultured as experiment request; the heart tissues were harvested, fixed in 4% paraformaldehyde, infiltrated with Tissue Tek OCT compound (SAKURA#4583) and rapidly frozen to -80°C before sectioning. Cells in confocal dishes were washed twice by cold PBS and fixed with 4% paraformaldehyde for 15 minutes. Then, the cells or frozen tissue slices were washed three times with cold PBS and permeabilized with 0.25% Triton X-100 in PBS for 10 minutes followed by three time wash. Subsequently, cells or frozen tissue slices were blocked at room temperature for 1 hour. After blocking, cells or frozen tissue slices were then incubated with primary antibodies at 4°C overnight. After three time wash in PBS, the frozen tissue slices or cells were incubated in dark with secondary antibodies for 1 h at room temperature, and then washed twice with cold PBS, followed counterstained with DAPI solution (Dojindo#D523, dilution 1:200) in dark for 10 minutes at room temperature. Then cells or frozen tissue slices were observed by a laser-scanning confocal microscopy (Leica TCS SP8 X, Leica Microsystems). Buffer preparation and antibody dilution details are listed in *Table S2*.

## **2.8 ELISA assays**

Norepinephrine (NE) and TNF- $\alpha$  concentration in heart tissues, perfusates and cell

supernatants were determined using the NE research enzyme-linked immunosorbent assay (ELISA) kit (ALPCO#17-NORHU-E01-RES) and the TNF- $\alpha$  Quantikine ELISA kit (R&D System#RTA00), respectively.

## **2.9 Western blotting assay**

Mouse and rat heart homogenates as well as cells were harvested on ice in RIPA lysis buffer (Biotek#PP1901) containing 1mM phenylmethylsulfonyl fluoride, and then centrifuged at 14,000 $\times$ g at 4 °C for 15 min. Equal amounts of protein were separated by running 4%–15% SDS-polyacrylamide gel electrophoresis and transferred to PVDF membranes (Millipore#0.45 $\mu$ M). Following blocking with 5% nonfat dry milk for 1 h, the membranes were incubated with the appropriate primary antibodies (described in supplemental material) overnight at 4 °C, followed by incubation with a horseradish peroxidase-conjugated IgG secondary antibody (Dingguo). The immunoreactive bands were visualized with an enhanced chemiluminescence reagent (Millipore, Immobilon<sup>TM</sup>#WBKLS0010), and their intensities were determined by densitometry.

### **Antibodies for Western blotting assay**

TH (Abcam#ab112), TLR4 (Abcam#ab22048), DBH (Sigma Aldrich#SAB2701977), P-p65 (CST#3033), P65 (CST#4764), extracellular signalregulated kinase (ERK) 1/2 (CST#4695), P-ERK1/2 (CST#4370), c-jun NH2-terminal kinase (JNK)1/2 (CST#9252), P-JNK1/2 (CST#4668S), p38MAPK (CST#9212S), P-p38 (CST#4511), I $\kappa$ B $\alpha$  (CST#4812S), P-I $\kappa$ B $\alpha$  (CST#9246), glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (CST#2118), c-Fos (CST#2250), c-Jun (CST#9165), CaMKII (CST#3362), P-CaMKII<sup>Thr286</sup> (CST#12716T), P-CREB<sup>Ser133</sup> (Affinity#AF3189), CREB (Affinity#AF6188).

## **2.10 Quantitative RT-PCR assay**

The mRNA expression was analyzed using standard qRT-PCR protocol. In brief, total RNA was extracted using RNAiso plus reagent (TAKARA#9019) and reverse transcribed using a PrimeScript<sup>TM</sup> RT Reagent Kit with gDNA Eraser (Perfect Real Time) (TAKARA#RR047A). Real-time PCR were performed with the SYBR Premix Ex Taq II (TAKARA#RR820A) in a LightCycler480 real-time PCR system (Roche#LC480). The expression of each gene mRNA was normalized to that of GAPDH mRNA and results were shown as the fold change to controls. Primers for RT-qPCR were synthesized by Invitrogen<sup>TM</sup>-Thermo Fisher Scientific, Inc (USA). The primer sequences are shown in *Table S3*.

## **2.11 Reporter analysis**

293/hTLR4-HA cells seeded in 24-well plates were transiently transfected with 50 ng of the luciferase reporter plasmid together with a total of 300 ng of various expression plasmids or empty control plasmids. As an internal control, pRL-TK was transfected simultaneously. Dual luciferase activity in the total cell lysates was quantified 24-36 h after transfection. Quantification of dual luciferase activity were performed using a dual luciferase assay kit (GALEN#GN201) with standard protocol purchased from YuanPingHao Bio (China).

## **2.12 Plasmids and molecular cloning**

pGL3-Basic Luciferase Reporter vector (Promega), pcDNA3.1 plasmid, the plasmids encoding human TRIF and MyD88, RLTK-Luci and AP-1-Luci luciferase reporter plasmid were a gift from Fuping You (Peking University).<sup>10, 11</sup> For reporter assays, rat TH promoter fragments were obtained from neonatal rat genomic DNA by PCR, and then cloned into pGL3-Basic Luciferase Reporter vector with the following promoter regions: -1 to -2000 to

get pGL3-Rat-TH-Luci luciferase reporter plasmid. The recombinant plasmid was identified by PCR and restriction enzyme (*Figure S4B-D*). Then the construct was verified by sequencing the relevant region (*Supplementary Data 2, Figure S4E and F*). The plasmid encoding EGFP was used as transfection efficiency positive control (*Figure S4G*).

### **Reagents for plasmids and molecular cloning**

The reagents genomic DNA extraction kit (#9765), DNA polymerase (LA tag#RR02MA), T4 DNA ligase (#2011A) were purchased from TAKARA. Gel Extracion Kit (#D2500) was purchased from OMEGA bio-tek. Competent cell DH5 $\alpha$  (#CD201) was purchased from TransGen Biotech (China), and plasmid DNA extraction kit (#12123) was purchased from QIAGEN (Germany). Restriction enzymes for rapid DNA digestion NheI (#FD0973) and HindIII (#FD0504) were purchased from Thermo Scientific™ (USA). Plasmid transfection was processed using Lipofectamine®3000 Reagent (Invitrogen™#L3000001) and Opti-MEM (Gibco#31985-070).

### **2.13 RNA interference**

c-Jun siRNA, c-Fos siRNA (Sequences refer to *Table S4*), and scrambled siRNA, si-h-GAPDH and Cy3-control siRNA were purchased from RIBOBIO (China). siRNA transfection was processed using Lipofectamine®3000 Reagent (Invitrogen™#L3000001) and Opti-MEM (Gibco#31985-070) under standard protocol. RNA interference was designed to disrupt the AP-1 binding in rat TH promoter region. Cy3-control siRNA was used to be a positive control for siRNA transfection (*Figure S5A-C*).

### **2.14 CCK-8 assays**

After treatment with drugs, cells were performed cell proliferation assay and cytotoxicity

assay using Cell Counting Kit-8 (CCK-8) according to the standard protocol. Briefly, 100  $\mu$ L of cell suspension was dispensed in a 96-well plate which was pre-incubated in a humidified incubator (5% CO<sub>2</sub> at 37°C) for 24 hours. Drugs were then added to the wells. The plate was incubated for an appropriate length of time in the incubator. 10  $\mu$ L of CCK-8 solution were added to each well of the plate. The plate was incubated for 1-4 hours in the incubator before measured the absorbance at 450 nm using a microplate reader.

### Supplementary References

1. Choudhry MA, Bland KI, Chaudry IH. Gender and susceptibility to sepsis following trauma. *Endocrine, metabolic & immune disorders drug targets*. 2006;6:127-135
2. van Eijk LT, Dorresteyn MJ, Smits P, van der Hoeven JG, Netea MG, Pickkers P. Gender differences in the innate immune response and vascular reactivity following the administration of endotoxin to human volunteers. *Critical care medicine*. 2007;35:1464-1469
3. Yang D, Xi J, Xing Y, Tang X, Dai X, Li K, Li H, Lv X, Lu D, Wang H. A new method for neonatal rat ventricular myocyte purification using superparamagnetic iron oxide particles. *International journal of cardiology*. 2018;270:293-301
4. Yu X, Wang Y, Yang D, Tang X, Li H, Lv X, Qi R, Hu C, Lu D, Lv B, Wang H. Alpha2a-adrenergic blockade attenuates septic cardiomyopathy by increasing cardiac norepinephrine concentration and inhibiting cardiac endothelial activation. *Scientific reports*. 2018;8:5478
5. Stanley WC, Li B, Bonhaus DW, Johnson LG, Lee K, Porter S, Walker K, Martinez G, Eglen RM, Whiting RL, Hegde SS. Catecholamine modulatory effects of nopicastat (rs-25560-197), a novel, potent and selective inhibitor of dopamine-beta-hydroxylase. *British journal of pharmacology*. 1997;121:1803-1809
6. Zhang X, Goncalves R, Mosser DM. The isolation and characterization of murine macrophages. *Current protocols in immunology*. 2008;Chapter 14:Unit 14.11
7. Golden HB, Gollapudi D, Gerilechaogetu F, Li J, Cristales RJ, Peng X, Dostal DE. Isolation of cardiac myocytes and fibroblasts from neonatal rat pups. *Methods in molecular biology (Clifton, N.J.)*. 2012;843:205-214
8. Dimitriadis G, Neto JP, Kampff AR. T-sne visualization of large-scale neural recordings. *Neural computation*. 2018;30:1750-1774
9. Yu X, Jia B, Wang F, Lv X, Peng X, Wang Y, Li H, Wang Y, Lu D, Wang H. Alpha(1) adrenoceptor activation by norepinephrine inhibits lps-induced cardiomyocyte tnfr-alpha production via modulating erk1/2 and nf-kappab pathway. *Journal of cellular and molecular medicine*. 2014;18:263-273
10. You F, Wang P, Yang L, Yang G, Zhao YO, Qian F, Walker W, Sutton R, Montgomery R, Lin R, Iwasaki A, Fikrig E. Elf4 is critical for induction of type i interferon and the host antiviral response. *Nat Immunol*. 2013;14:1237-1246
11. Hu Y, O'Boyle K, Auer J, Raju S. Multiple ubxn family members inhibit retrovirus and lentivirus production and canonical nfkb signaling by stabilizing ikba. *PLoS pathogens*. 2017;13:e1006187

# Supplementary material for: Intrinsic cardiac adrenergic cells contribute to LPS-induced myocardial dysfunction
**Source:** Commun Biol. 2022 Jan 25;5:96. doi: 10.1038/s42003-022-03007-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data behind all graphs and charts.

**File name:** Supplementary Data 2

**Description:** Sequence of pGL3-Rat-TH promoter luciferase reporter plasmid.

# Supplementary material for: Intrinsic cardiac adrenergic cells contribute to LPS-induced myocardial dysfunction
**Source:** Commun Biol. 2022 Jan 25;5:96. doi: 10.1038/s42003-022-03007-6
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection N/A

Data analysis N/A

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Fig.1, 2, 3, 4, 5, 6, 7 have associated source data. The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

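Percoll-enriched cardiac cells of neonatal rats treated with LPS or saline gave 2 single-cell libraries of the 10X Genomics 3′ kind, 1 per condition. For each library there is a matrix of raw UMI counts, whole numbers per gene and cell barcode with no normalization, a list of 25399 Ensembl gene identifiers with symbols (136 repeated symbols) and a table of the authors' cluster and cell type for each cell. By the paper's methods, the clusters come from Seurat's RunCCA and FindClusters at a resolution of 0.5. The texts that were searched do not name the program, genome build or annotation behind the counts, so no coordinates are given. The barcodes had been called as cells already, and no further filter was applied in the main setting. The cells without a cluster, 2 control and 8 LPS cells, had between 191 and 483 genes and were left out of the classes. UMIs per cell ranged from 3682 to 70604 in control and from 2821 to 46594 in LPS cells.

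The cell table gives no sub-clusters, so cluster 3 was sub-clustered in R 4.3.3 with Seurat 5.3.0 and seed 1. Settings were log-normalization with a scale of 10000, 2000 variable genes, CCA integration of the libraries, 30 dimensions, 20 neighbours and a resolution of 0.5. The variable genes and integrated dimensions came from all cells with a cluster, and only the neighbours and sub-clusters from cluster 3 alone. An alternative, with cluster 3 embedded anew, took every step from cluster 3 alone. In the main setting *Dbh* and the paper's LPS-response genes, 17 in all, were left out of the variable genes. Levels are summed UMIs per 1000000 UMIs of the class, computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Intervals at 95% are exact Poisson intervals for UMIs, exact conditional intervals for ratios of UMIs and Clopper-Pearson intervals for shares of cells, and cover counting error only. A count of 0 was read as a limit of 3 UMIs. Thinning drew 3000 UMIs per cell without replacement. No test was made, since cells of a library are not replicates.

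The named genes were those the paper names for the single-cell data, genes of the proteins it stains or manipulates, and, for the Dbh-rich sub-cluster and for macrophages, the 10 genes with the largest absolute log2 ratio (0.5 UMI added to each sum) among genes with at least 50 UMIs in the class and a UMI in at least 10% of the cells of a library. This rule, the class rules and most alternatives were set before the data were examined. Leading genes of a cluster are the 10 with the highest ratio of its CPM to that of the other cells, among genes in at least 25% of its cells, a minimum added after a first list held rare genes. The leading genes of the sub-clusters are not reported here. *Ticam1* is not in the gene list. Marker lists for fibroblasts, macrophages, endothelial cells, cardiomyocytes and ICA cells were written before the data were examined.

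The ratios and intervals were tested on simulated Poisson sums of UMIs per class, for genes with at least 50 UMIs. In them, 200 of 6385 genes in macrophages and 200 of 4735 genes in the Dbh-rich sub-cluster were given a 4-fold change. Among as many genes with the largest changes, 98% and 93.5% of the changed genes were found, and 95.5% and 96.5% of the intervals held the true ratio. Coverage near 95% was fixed by this design, since the intervals assume the same counting error. Cells, clustering, free RNA and the spread between libraries were not simulated. The minimum leaves out *Tnfaip6*, *Tnf* and *Fos* in the sub-cluster. Scrublet in scanpy 1.11.5, with an expected doublet rate of 8%, called 10 control cells (0.0870%) and 4 LPS cells (0.0320%) doublets. Fewer than 0.5% called means that the caller did not work on these libraries, and leaving out the 8% of cells with the highest scores was added as an alternative. The other alternatives were filters on cells, the mean of the cells' own CPM, own clusterings of all cells and of cluster 3, the whole of cluster 3, all cells with a *Dbh* UMI, other depths of thinning and other minimums for the named genes.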

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

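All tests of free RNA in this part were chosen only after the result was seen: the first form compared the level in macrophages with that over all other cells, the markers of fibroblasts were brought in when it gave a mixed answer, those of endothelial cells after that, and the markers above their level over all other cells were set aside last.

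Among the genes with the largest changes in macrophages, 7 that the paper does not discuss were higher in the LPS than in the control library. The log2 ratios of LPS to control (0.5 UMI added) were 12.17 for *Csf3*, 7.21 for *Cxcl10*, 6.90 for *Ccl20*, 6.73 for *Mmp13*, 6.50 for *Gbp5*, 6.41 for *Ccl4* and 6.33 for *Serpinb2*. *Csf3*, *Cxcl10*, *Ccl20* and *Serpinb2* had 1 UMI each in control macrophages, and their ratios without addition were 6911 (95% interval 1239.9 to 273030), 222 (39.3 to 8808), 178 (31.4 to 7076) and 120.3 (21.1 to 4799.8).

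Free RNA of other cells would leave the LPS level in macrophages no higher than that over all other cells. It was at least 383% of that level for *Csf3*, *Mmp13*, *Gbp5* and *Ccl4*, with every interval above 100%, which argues against free RNA as the whole source of these 4 genes. Against the same level over all other cells, 9 fibroblast marker genes were found in the LPS macrophages at 24.0% to 41% and 6 endothelial ones at 35.8% to 60.3%; the endothelial marker *Esam*, at 217%, lay above what free RNA would leave and was set aside as no measure of it. *Ccl20* lay at 95.4% (95% interval 80.4% to 112%) and *Serpinb2* at 85.2% (69.0% to 104%). Both intervals lie above every one of these markers, which argues against free RNA as their whole source. The markers were taken as point values, though, and the highest, *Egfl7*, rests on 83 UMIs. So the case is weaker for *Serpinb2*, whose lower limit is nearer to the 60.3% of *Egfl7*. For *Cxcl10*, at 59.5% (51.0% to 68.9%), expression by macrophages and free RNA cannot be told apart, because its interval lies above the fibroblast markers but includes the highest endothelial one. An effect of LPS stays open for all 7 genes; with 1 library per condition, the spread between libraries is not known.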

How the results depend on the processing

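The alternatives chosen only after the data were seen are the clustering of all cells at a resolution of 0.5, the other ways of sub-clustering cluster 3 and the removal of the 8% of cells with the highest Scrublet scores. No paired analysis was possible because each condition has 1 library. Values are log2 ratios of LPS to control unless another unit is given.

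33 results were recomputed under up to 22 alternatives, which gave 361 values. Of these, 274 were counted as the same, 85 as moved and 2 changed the sign of a value whose interval in the main setting excludes 0. For the 351 values of single genes and shares, the same means within the counting interval of the main setting. The others are numbers of clusters and of named genes, which have no counting interval. Among these, 15 and 13 clusters were counted as the same as 11, and 6 of the 10 named genes as moved. Of the 351 values of single genes and shares, 64 repeat the main value or that of another alternative, with the same cells and UMIs, and test nothing further. Where the main interval includes 0, a further 26 values, some of them within the interval, had the other sign: 8 of *Dbh*, 7 of *Ddc* and 9 of *Fos* in the Dbh-rich sub-cluster, and 2 of the share of its cells with a *Dbh* UMI. The 2 others were of *Jun* in the Dbh-rich sub-cluster, at -0.57 with own clustering at a resolution of 0.8 and -0.26 with all variable genes kept, against 0.87 in the main setting; the cause was not tested. Both intervals include the main value. Of the 13 alternatives that gave *Jun* a value of their own, the other 11 gave a positive one, 4 of them with an interval that includes 0. The 2 clusterings with a negative value, by the rule fixed beforehand, took as parent groups of 280 and 279 cells, and their Dbh-rich sub-clusters of 41 and 46 cells shared 1 cell each with the main one. So the results of own clusterings concern other cells than the main ones. With the authors' cluster 3 kept as parent, the Dbh-rich sub-cluster shared 0 of its 19 cells with the main one at a resolution of 0.8. It shared 6 of 58 when cluster 3 was embedded anew. At a resolution of 0.3, without integration, with all variable genes and with 1000 variable genes it shared 325, 279, 311 and 242 cells.

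Own clustering at resolutions of 0.3 and 0.8, without integration, with all variable genes and with 1000 variable genes gave 2.46, 2.39, 2.45, 2.57 and 2.91 for *Nfkbia* in the Dbh-rich sub-cluster, against 1.80. At a resolution of 0.5 it was 2.46, with cluster 3 embedded anew 2.40, and over all cells with a *Dbh* UMI 2.41. *Nfkbia* was higher in LPS cells under each alternative run. *Ccl3* moved from 4.45 to 1.61 without integration, 1.64 with all variable genes and 1.85 with own clustering at 0.8. With cluster 3 sub-clustered at 0.8 *Ccl3* was 1.89, with an interval that includes 0, and over all cells with a *Dbh* UMI 6.67. The LPS cells with a *Dbh* UMI include 2 macrophages. In the LPS library *Ccl3* stood at 21442 CPM in macrophages against 104 CPM in cluster 3. So the value of 6.67 mixes cell types, and macrophages may account for it. *Ccl3* was higher in LPS cells under each alternative that gave a value. *Tnfaip6* moved from 3.16 to 1.98 with own clustering at 0.8 and to 0.72 with cluster 3 sub-clustered at 0.8, both with intervals that include 0. *Dbh* moved from 0.03 to -1.24 with 1000 variable genes and to -1.28 with cluster 3 sub-clustered at 0.8. The interval of *Dbh* included 0 under each alternative run. The cause was not tested for these.

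The filter on cells (at least 500 genes, at most 10% mitochondrial UMIs) left 7 control and 4 LPS cells in the Dbh-rich sub-cluster. *Tnfaip6* was 1.56 on 1 UMI in each library, and the difference in *Tnf* was 37.2 CPM on 1 LPS UMI, against 1.46 CPM in the main setting; both follow from the few cells left, and *Jun* gave no value. In macrophages, *Il1b* was 7.38 as the mean of the cells' own CPM and 2.60 without integration, which left 2 LPS cells in the class, against 7.70. *Tnf* and *Il6* in macrophages stayed between 4.29 and 4.89 and between 8.85 and 9.32 under the alternatives that gave a value. With a minimum of 20 UMIs in place of 50, 6 of the 10 genes with the largest changes in the Dbh-rich sub-cluster were the same genes. Thinning to 1500 UMIs lowered the difference in the share of cells of the Dbh-rich sub-cluster. It went from 30.2 to 9.74 percentage points for *Nfkbia* and from 10.8 to 2.43 for *Tnfaip6*, where the interval then included 0. Part of this follows from the smaller draw, since fewer UMIs per cell lower such shares at the same level.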

Differences from the paper's values

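The paper's ICA sub-cluster holds 138 cells, the paper's value, and the Dbh-rich sub-cluster held 334. Of the alternatives set before the data were examined, own clustering at a resolution of 0.3 gave 97 cells and own clustering with 1000 variable genes gave 102, both within a factor of 1.5 of the paper's value. Their parents held 279 and 262 cells, against 1765 in the authors' cluster 3, and their fibroblast markers stood at 45.5% and 84.0% of the level of cluster 0, against 20.8% in the Dbh-rich sub-cluster, so these settings met the number with other cells. These sub-clusters shared 1 and 0 cells with the Dbh-rich sub-cluster. Own clustering at 0.8, without integration and with all variable genes gave 41, 64 and 46 cells and did not close the gap. Own clustering at a resolution of 0.5, which was chosen after seeing the values, also gave 97 cells. With the authors' cluster 3 kept as parent, other ways of sub-clustering it, also chosen after seeing the values, gave 1006 cells at a resolution of 0.3, 19 at 0.8, 416 without integration, 857 with all variable genes, 542 with 1000 variable genes and 58 when embedded anew, and none of these closed the gap.

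The paper states that *Dbh* is higher in LPS-treated than in control ICA cells (Fig. 5h). In the Dbh-rich sub-cluster its log2 ratio was 0.03 (95% interval -0.70 to 0.72). The log2 ratio was positive, with an interval that includes 0, at 0.11 with the mean of the cells' own CPM and at 0.17 with own clustering at a resolution of 0.8. Among alternatives chosen after seeing the values it was at most 0.19, with cluster 3 sub-clustered from 1000 variable genes. The paper presents the ICA cells as 1 sub-cluster that expresses *Dbh* (Fig. 5g), whereas here the share of cells with a *Dbh* UMI, both libraries pooled, was 21.3% in the Dbh-rich sub-cluster, and cells with a *Dbh* UMI lay in each of the 4 sub-clusters.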

Other observations

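The tests of free RNA for the genes of Fig. 5j, of a shared level of *Dbh* and of *Ddc*, of free RNA for *Dbh*, of doublets and of the genes that fell were chosen only after the result was seen, the last in place of a looser one set before; that of a cell type apart from cardiomyocytes was set before.

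*Dbh* UMIs were spread over cluster 3. With both libraries together, 34 cells had more than 1 *Dbh* UMI (95% interval 23.5 to 47.5), 1.18 times the 28.7 expected from a single *Dbh* level shared by all cells of the cluster, so that the expected number lay within the interval. For *Top2a*, which marks cycling cells, the ratio was 2.81 (1.85 to 4.09). For *Ddc* it was 1.24 (1.04 to 1.48), which argues against a single level of *Ddc* in all cells, and an excess of that size would lie within the interval for *Dbh*. The cells of cluster 3 with a *Dbh* UMI had 0.974 times (control) and 0.983 times (LPS) the level of 10 cardiomyocyte marker genes of the other cells of the cluster, which argues against their being mainly a type of cell that lacks these genes. Free RNA, from cells outside or inside cluster 3, would reach droplets of every cluster and leave *Dbh* about as high in other clusters. The *Dbh* level in cluster 3 was at least 30.8 times that of any other cluster of at least 500 cells. This argues against free RNA as the whole source of these UMIs. A low level of *Dbh* in many cells of cluster 3, cardiomyocytes included, is a candidate explanation. Rare cells with more *Dbh* stay open, and ICA cells few in number could be hidden in these counts.

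Of 10 genes listed as markers of ICA cells, 8 had a UMI in the libraries and 2, *Dbh* and *Ddc*, had at least 50 UMIs in cluster 3. *Th* had 0 control and 0 LPS UMIs there, and 5 control and 4 LPS UMIs among all cells. *Slc18a2* had 0 control and 1 LPS UMIs, *Slc18a1* 0 control and 0 LPS UMIs and *Pnmt* 1 control and 1 LPS UMIs in cluster 3.

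The genes of Fig. 5j and *Tnfaip6* rose in cluster 0 or in macrophages too, and the values in the Dbh-rich sub-cluster were set beside those of the class from which free RNA could come; the groups of genes were formed after their values were seen. In the LPS library *Ccl3* and *Il1b* lay at 0.450% or less of the macrophage level, within the interval of the summed macrophage markers, whose 10 genes had a median of 0.690% and few UMIs, so free RNA of macrophages may account for them. For the other genes, the rise in CPM was taken as a percent of the rise in the source and set beside the level of marker genes of that source in the LPS cells of the sub-cluster. *Tnfaip6*, *Pla2g2a*, *Cxcl6*, *Ccl7*, *Cxcl1*, *Ccl2* and *Cxcl3* had a median of 17.5% of the rise in cluster 0, and none lay above the fibroblast marker *Pdgfra*. The intervals of *Ccl2* (18.4% to 21.1%), *Pla2g2a* (16.2% to 21.6%), *Ccl7* (15.9% to 21.5%) and *Cxcl1* (15.3% to 20.0%) lay above the summed fibroblast markers (14.0%, 13.1% to 14.9%). For these genes, free RNA of fibroblasts and an increase in the sub-cluster itself cannot be told apart. The intervals of *Tnfaip6*, *Cxcl6* and *Cxcl3* include the summed level, and free RNA of fibroblasts may account for their rise. Free RNA of fibroblasts would not give the whole control level of *Ccl7*, at 40.7% (32.8% to 49.9%) of that of cluster 0, above every fibroblast marker. *Ccl2* was at 33.4% (29.5% to 37.6%). Both genes are higher in macrophages. Of the control level over all cells outside cluster 3 they had 27.0% and 23.5%, within the range of the markers compared in the same way (up to 46.7%). *Ier3*, *Cebpb* and *Cx3cl1* had 47.6% (33.4% to 63.3%), 39.8% (29.3% to 51.2%) and 106% (76.5% to 140.0%) of the rise in cluster 0, with intervals above every fibroblast marker. Of the rise in the endothelial cells of cluster 4 they had 39.4% (27.6% to 52.3%), 58.7% (43.2% to 75.5%) and 97.2% (70.1% to 128%), where 6 of 7 endothelial markers lay at 2.79% to 5.68%; the other, *Kdr*, was 323% of its level outside cluster 3, above what free RNA would leave, and was set aside. This argues against free RNA of fibroblasts and of endothelial cells, each taken alone, as the whole source of these 3 genes. Of the rise over all cells outside cluster 3 together, *Cx3cl1* had 108% (77.5% to 142%), above every one of the 15 fibroblast and endothelial markers in the LPS cells (50.4% of the level outside cluster 3 at most), and its LPS level was 138% of that of these cells, which argues against their free RNA together as its whole source. *Ier3* and *Cebpb* had 45.7% (32.0% to 60.7%) and 37.8% (27.8% to 48.5%). For the rise of these 2, free RNA of several types together and expression in the sub-cluster cannot be told apart. The reason is that the intervals lie above *Pdgfra* (25.7%) but not above *Cldn5*, the highest of these markers, which had 15 UMIs. *Ier3* and *Cebpb* had 75.8% (64.1% to 89.1%) and 47.2% (41.6% to 53.4%) of the control level of cluster 0, where no fibroblast marker lay above 29.9%. So free RNA of fibroblasts alone would not give their control levels. Of the control level outside cluster 3 they had 63.1% and 47.0%, against 46.7% for the highest marker compared.

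For *Nfkbia*, free RNA of fibroblasts alone would not give the level in the control library: it was 83.4% (66.8% to 103%) of that of cluster 0, and no fibroblast marker lay above 29.9% in the same cells. Of the level outside cluster 3 it had 63.3% (50.7% to 78.1%), above the markers too. Its rise was 20.9% (15.4% to 27.1%) of that in cluster 4, above the endothelial markers compared, which argues against their free RNA alone, and 23.5% (17.3% to 30.4%) of that in cluster 0. There the LPS fibroblast markers lay, summed, at 14.0% (13.1% to 14.9%), and the highest, *Col1a2*, had 7 UMIs. For the rise of *Nfkbia*, free RNA of fibroblasts and an increase in the sub-cluster itself cannot be told apart, because its interval lies above the summed markers but includes the level of *Pdgfra*, at 21.1% on 34 UMIs. Of the rise over all cells outside cluster 3 it had 22.3% (16.4% to 28.9%), no more than *Pdgfra* by the same measure, so free RNA of several types together may account for its rise. An effect of LPS in the sub-cluster stays open for all of these genes, and with 1 library per condition the spread between libraries is not known.

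Of the 10 genes with the largest changes in the Dbh-rich sub-cluster, 4 that the paper does not discuss were lower in LPS cells: the log2 ratios were -4.04 for *Lrrc17*, -2.68 for *Htra3*, -2.27 for *Cd248* and -2.27 for *Igf1*. They fell over the cells outside cluster 3 too (-2.53, -1.86, -1.51 and -1.54). In CPM, the fall of *Lrrc17*, *Cd248* and *Igf1* was at most 40.1% of that outside cluster 3, no more than the highest of 15 fibroblast and endothelial markers in the control cells (46.7% of the level outside cluster 3), so a fall in the free RNA of other cells may account for these 3. That of *Htra3* was 76.9% (49.7% to 101%), with an interval above every one of these markers. Even so, free RNA and a fall in the sub-cluster itself cannot be told apart. The highest marker, *Tie1*, had 43 control UMIs and only 27.0% of the level outside cluster 3 in LPS cells. A marker level that drops in this way adds to a fall from free RNA. Not all markers dropped, as *Cldn5* went from 19.35% in control to 50.4% in LPS cells. An effect of LPS in the sub-cluster stays open here too.

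Sub-cluster 3 of cluster 3 held fibroblast genes: fibroblast markers stood at 82.6% of their level in cluster 0, and cardiomyocyte markers at 45.3% of that of the Dbh-rich sub-cluster. Doublets of a cardiomyocyte and a fibroblast would hold about as many UMIs as both cells together, which by the medians of cluster 0 and of the other sub-cluster with the lowest median is 19377 in control and 14412 in LPS cells. The median of sub-cluster 3 was 13491 (95% interval 12448 to 14540) and 9224 (8955 to 9899), or 0.696 and 0.640 times that sum, and 1.04 and 0.939 times the median of cluster 0 alone. This argues only against doublets of cells of median depth as the whole of the sub-cluster. Doublets of shallower cells, free RNA and cells with genes of both types stay open, since depth alone cannot tell them apart.

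Genes of proteins that the paper studies by other means gave these values. *Tlr4* had 2 control and 2 LPS UMIs in cluster 3 and 30 control and 4 LPS UMIs in macrophages. *Myd88* had 130 control and 87 LPS UMIs in cluster 3, a ratio of LPS to control CPM of 0.864 (0.651 to 1.14), *Rela* had 282 control and 282 LPS UMIs, a ratio of 1.29 (1.09 to 1.53), and *Adrb1* had 2 control and 0 LPS UMIs. *Fos* had 10 control and 4 LPS UMIs in the Dbh-rich sub-cluster, and its ratio over all cells was 0.298 (0.283 to 0.315). *Vim*, which encodes vimentin, was at 553 and 362 CPM in control and LPS cells of the Dbh-rich sub-cluster, and its ratio was 0.655 (0.568 to 0.754) there and 0.631 (0.627 to 0.635) over all cells.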
